# Early to sustained impacts of lethal radiation on circulating miRNAs in a minipig model

**DOI:** 10.1038/s41598-023-45250-9

**Published:** 2023-10-28

**Authors:** Nabarun Chakraborty, Gregory P. Holmes-Hampton, Aarti Gautam, Raina Kumar, Bernadette Hritzo, Betre Legesse, George Dimitrov, Sanchita P. Ghosh, Rasha Hammamieh

**Keywords:** Molecular biology, Physiology, Systems biology, Biomarkers, Signs and symptoms

## Abstract

Early diagnosis of lethal radiation is imperative since its intervention time windows are considerably short. Hence, ideal diagnostic candidates of radiation should be easily accessible, enable to inform about the stress history and objectively triage subjects in a time-efficient manner. Therefore, the small molecules such as metabolites and microRNAs (miRNAs) from plasma are legitimate biomarker candidate for lethal radiation. Our objectives were to comprehend the radiation-driven molecular pathogenesis and thereby determine biomarkers of translational potential. We investigated an established minipig model of LD70/45 total body irradiation (TBI). In this pilot study, plasma was collected pre-TBI and at multiple time points post-TBI. The majority of differentially expressed miRNAs and metabolites were perturbed immediately after TBI that potentially underlined the severity of its acute impact. The integrative network analysis of miRNA and metabolites showed a cohesive response; the early and consistent perturbations of networks were linked to cancer and the shift in musculoskeletal atrophy synchronized with the comorbidity-networks associated with inflammation and bioenergy synthesis. Subsequent comparative pipeline delivered 92 miRNAs, which demonstrated sequential homology between human and minipig, and potentially similar responses to lethal radiation across these two species. This panel promised to retrospectively inform the time since the radiation occurred; thereby could facilitate knowledge-driven interventions.

## Introduction

The need to build a comprehensive knowledge about the nuclear radiation exposure is more pertinent than ever given the permeation of ionizing radiation in our society’s framework. Not only has the threat of global nuclear events become more imminent in recent years^1^, but the escalated handling of nuclear radiation in industrial and medical sectors also pose risks for accidental radiation exposure. Exposure to ionizing radiation causes dose-dependent health effects and are characterized as Acute Radiation Syndrome (ARS). Adverse effects in humans can be induced after exposure to as little as 2 Gy^2,3^ of radiation resulting the damage to proliferating cells in the most radio-sensitive system, namely the hematopoietic ARS (H-ARS). H-ARS is characterized by depletion of circulating blood cells, induction of widespread inflammation and endothelial dysfunction^4–6^, which lead to potentially life-threatening infection and hemorrhaging^4,7^. Longitudinal and dose-dependent evaluation of H-ARS is imperative to develop precise intervention strategy.

Since, nearly all the radiation injured patients have preexisting confounders, such as cancer, animal models are possibly the best source to study the exclusive impacts of radiation. The in vivo models are crucial in the advancement of understanding the radiation effects as well as studying  the countermeasures and treatments for these effects^2^. Traditionally, the mouse models are the most popular in radiation research field due to its availability, cost, size, lifespan, and homology to human genotype and physiology^2,8,9^. However, significant differences between mouse and human in context of their skin textures and skin surface areas limit the applicability of mouse model in studying total body irradiation (TBI)^2^. The logistical burdens and mounting ethical concerns of using non-human primates in the radiation study somewhat outweighs its applicability to radiation research^2,9–12^.

Taking all these aspects in consideration, the Göttingen minipig (GMP) emerges as the most scientifically meaningful and logistically manageable animal model for advancing the knowledge of ARS pathophysiology. In general, the minipigs possess human-like immune system^13^, metabolism process^14^, and cardiopulmonary operation^15^. Swine are highly regarded as translation models for ischemic stroke, diabetes, obesity, traumatic brain injury, coronary artery disease, and infarction^13,15–21^. With a human-like proportionate ratios between body weight and skin area, comparable skin surface areas (0.5–1.0 m^2^ of minipig vs. 1.8–2.0 m^2^ in human), and similar skin textures, minipig emerges as a legitimate TBI model^22^. Furthermore, minipig genome scores 84% homology with human, which is higher than that of homology between mouse and human^23^. Recently, the U.S. Food and Drug Administration (FDA) approved the transplantation of porcine skin graft to humans and transplantation of heart valves from porcine origin has been common practice for the last 60 years. The close similarity between human and porcine anatomy and physiology, availability, and its extensive use in biomedical research make this model well-suited for biodosimetric applications and radiation countermeasure testing^2,9^.

Indeed, the minipig’s LD70/45 dose as used in the present study is lower than that in humans; nevertheless, previous studies characterized the GMP as a model of H-ARS showing that the GMP displays closely aligned ARS development and symptoms to those documented in non-human primates, canines, and humans^24–27^. Specifically, H-ARS in the GMP shows prodromal, latent, manifest, and morbidity or recovery phases of the disease as well as severe decline in peripheral blood cell counts, inflammation, hemorrhage, and organ dysfunction^24–27^. Further, the use of GMP H-ARS model have been characterized for countermeasure testing^26,28,29^. Tissue-specific patterns of radiation-induced gene expression changes have also been established in GMP H-ARS model^30^. In addition, we tested the miRNA sequence homology between human and minipig to foster confidence in our biomarker discover process.

Comprehensive assessment of radiation pathophysiology in this GMP model could inform the biomarker discovery for early diagnosis and retrospective triage of subjects exposed to TBI. Circulating microRNAs (miRNAs) are promising biomarkers of radiation damage^31–36^. Małachowska et al*.* reviewed the irradiation-inked miRNA profiles from 467 studies and suggested dose-dependent putative miRNA profiles for radiation exposure^31^. One of the miRNAs identified by Małachowska et al*.*^31^, miR-30c, which is associated with atherosclerosis and heart disease^31^, has been shown to play roles in radiation responses^35^ with countermeasure^37^. In a mouse ARS model, up-regulation of miR-27b, miR-126, and p53 target, miR-34a^34^ was found to be modulated by administration of a prophylactic radiation countermeasure, vitamin E isomer, gamma-tocotrienol. Of seven miRNAs that significantly changed at 24 h post-irradiation in rhesus macaques, miR-133b, miR-215, and miR-375 accurately distinguished exposure, and miR-30a and miR-126 accurately delineated based on survival outcome^33,38^. In their review, Singh and Pollard highlight the lack of miRNA studies in animal models outside of NHP and mice^33^. The field of miRNA research is still in its infancy and needs to be validated across multiple conditions^33^.

Changes in metabolomics following exposure to radiation is an emerging field^39^. Radiation-induced metabolic changes can be observed before the clinical onset of systems and accordingly could be used to augment current methods of triage for exposed individuals^39,40^. Metabolic profiles have been studied in mouse and rat biospecimens such as plasma urine, and tissues^41–45^; additionally previous reports demonstrated radiation-induced alterations of metabolic profiles^32,40^ in a mouse model of ARS. Metabolic profiles in radiotherapy patients have also been studied^46,47^, and increased levels of biomarkers involved in energy metabolism were observed in these patients^47^. A recent study in rhesus macaques has demonstrated that exposure to ionizing radiation leads to alterations to insulin response in tissues^48^. Additional studies have demonstrated alterations in amino acid distribution^49,50^ and levels of proteins involved in protein synthesis^51^ following exposure to ionizing radiation. As with miRNA profiling, the perturbation in metabolite landscape due to the ionizing radiation exposure is an understudied field.

In the current study, we aim to fill the gap using a GMP model of H-ARS, a pilot study with small sample size. We presented miRNA and metabolic profiling data from three animals that did not survive TBI at 2.2 Gy. This pilot LD70/45dose produced 70% lethality in the 45-day period post-TBI. To assess the temporal changes due to radiation, blood collected at various times post-irradiation with baselines established prior to TBI exposure. High throughput miRNA reads were screened to curate those with high sequence homology with human. We presented a novel algorithm to meet this objective. In addition, liquid chromatography-mass spectrometry (LC–MS) reads were annotated to find metabolites of interest. Since, no further validation of these spectral features were performed, these were essentially *putative* metabolites.

## Results

Four months old male GMPs were exposed to LD70/45 lethal dose of TBI. Baseline plasma samples were collected seven days (C7) and one day (C1) pre-TBI. First irradiated plasma samples were collected six hours after TBI and we called it 0d time point; subsequently plasma samples were drawn from the same three GMPs at 7 different post-TBI time-points, namely 1 day (1d), 3 day (3d), 7 day (7d), 10 day (10d), 14 day (14d), 17 day (17d) and 20 day (20d) post-TBI (Fig. 1a).

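Plasma from 3 Göttingen minipigs was sequenced as small RNA libraries, with 1 library for each animal at each of 10 time points, 2 before and 8 after the 2.2 Gy TBI. The authors trimmed the reads, aligned them to the pig genome and then to the ssc-miRNAs of miRBase, and deposited a table of raw counts for 411 ssc-miRNAs in all 30 libraries, without normalization. The paper's methods give 5000000 reads without saying whether this is per library, while the values here use the counts assigned to the 411 ssc-miRNAs, which reached at most 550316 per library and had a median of 188259 over the 30 libraries. Summed over the 411 ssc-miRNAs, the pre-TBI libraries held 24341 to 423325 counts, with a median of 243304. The totals were 0 to 524084 at Early (0d, 1d, 3d and 7d), 2 to 103083 at Mid (10d and 14d), 17 to 63441 at Late (17d) and 6 to 550316 at LR (20d). The low ends came from 1 animal. The libraries of minipig 3 at 3d, 7d, 10d, 14d, 17d and 20d held 0, 13, 5, 2, 17 and 6 counts. These 6 libraries were left out of the fits by a minimum of 1000 counts, a limit chosen after the totals were seen. The fits therefore used 24 libraries, with 6 before TBI, 10 at Early, 4 at Mid, 2 at Late and 2 at LR. From 3d onwards every post-TBI library came from minipigs 1 and 2, while the pre-TBI baseline kept the 2 libraries of minipig 3. The main fits had no term for the animal. A difference between minipig 3 and the other animals therefore enters each comparison from 3d onwards. In these 24 libraries the smallest total was 24341 counts and the median 240612. Counts were scaled with edgeR's TMM method, and each phase was compared with the pooled C7 and C1 libraries by edgeR's quasi-likelihood test in 1 fit over the 24 libraries, with Benjamini-Hochberg adjustment over the ssc-miRNAs tested. All 411 ssc-miRNAs had a CPM above 0.5 in at least 3 libraries and were tested. The common biological coefficient of variation between libraries of a phase was 0.496. The counts are reads after PCR without molecular identifiers, so precision taken from them covers counting error only.

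**Figure D1:**
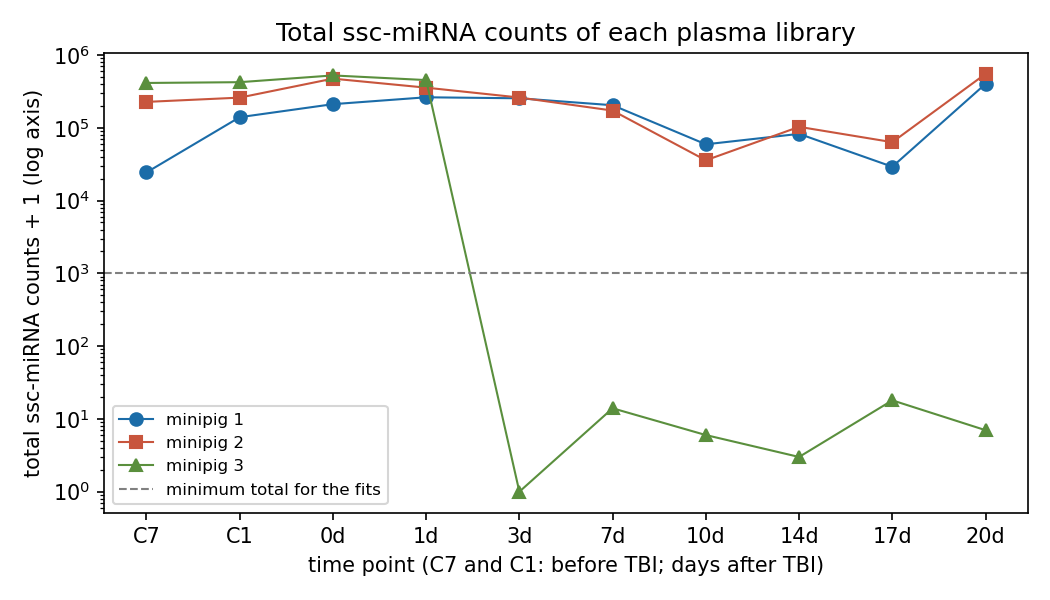
Total ssc-miRNA counts plus 1 of each library (vertical log axis) at each time point (horizontal axis), with 1 line per minipig and a dashed line at the minimum of 1000 counts. Minipig 3 falls from 452489 counts at 1d to between 0 and 17 counts from 3d onwards, and the lowest total above the dashed line is 24341 in minipig 1 at C7.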

**Figure 1:**
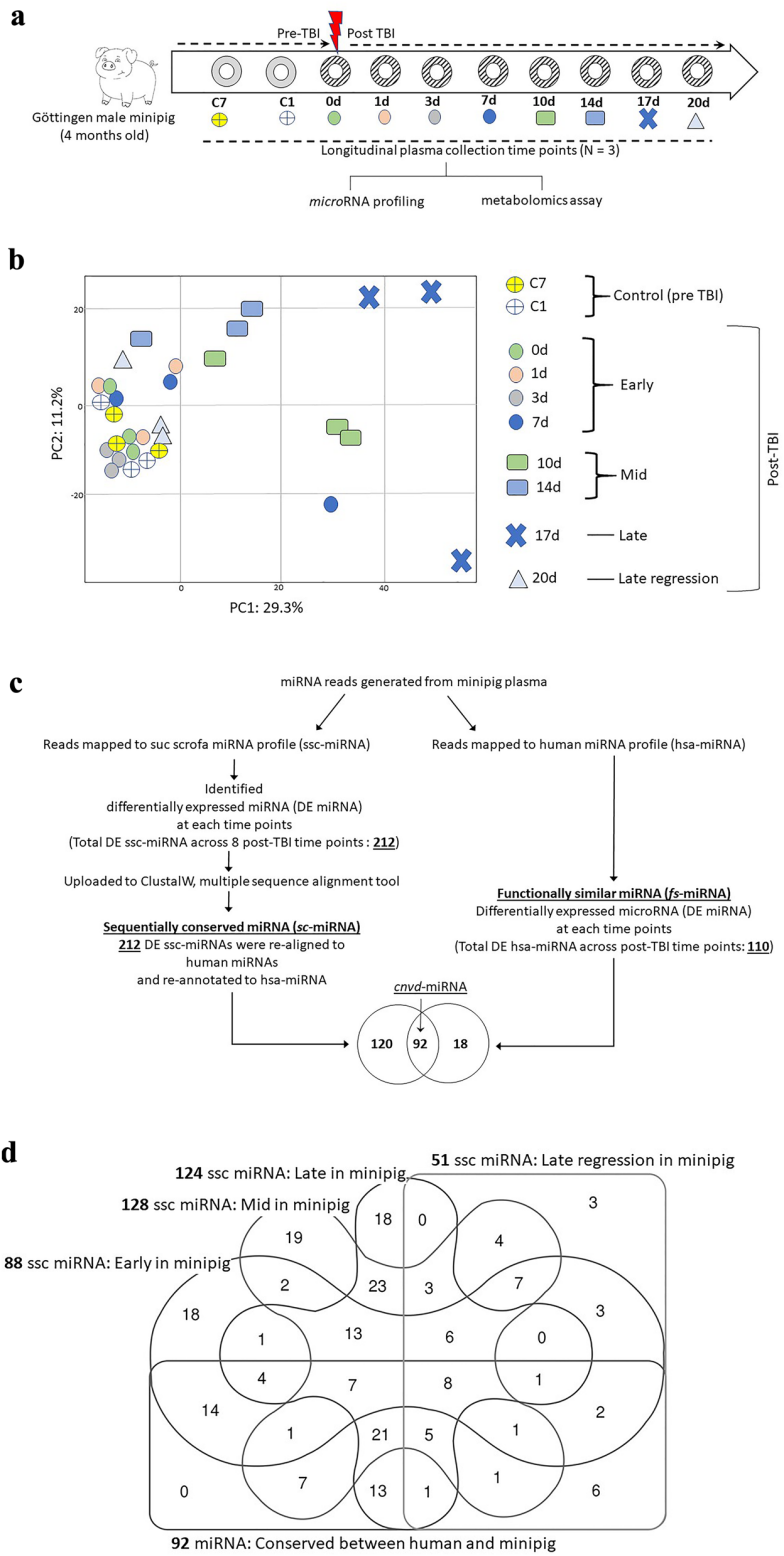
(**a**) The study design. The 4 months old male *sus surcofa* were exposed to lethal LD70/45 total body irradiation (TBI). The terminal plasma samples were collected at two time points before the irradiation, namely 7 days (C7) and 1 day (C1) pre-TBI. Six hours after TBI, the first terminal plasma samples were collected and it marked as 0d. Subsequently, terminal plasma samples were collected at seven time points, namely 1 day (1d), 3 day (3d), 7 day (7d), 10 day (10d), 14 day (14d), 17 day (17d) and 20 day (20d) post-TBI, respectively. Each time points were coded in the flow diagram and same codes were used in the next figure demonstrating the Principal Component Analysis (PCA). Plasma samples were used for microRNA (miRNA) and metabolite assays. (**b**) The PCA plot of all plasma miRNAs expressed in individual time points. PC1 and PC2 explained 29.3% and 11.2% of total variance, respectively. Seven days and one day pre-TBI time points were named as -7d and -1d, respectively and were labeled as wheel shapes colored by yellow and white, respectively. Post-TBI time points were divided into four phases based on their degree of separation in the Euclidian space from the pre-TBI samples. The early time points that essentially clustered together with baselines were named Early phase. This time-cluster included 0d, 1d, 3d and 7d post-TBI time points and were marked as the circles colored by green, orange, gray and blue, respectively. Ten day (10d) and 14d post-TBI time points were marginally separated from this baseline and Early phase conglomerate, which were named as Mid phase and labeled by squares colored by green and blue, respectively. Late phase or 17d post-TBI samples were clustered furthest from the conglomerate made by the baseline and Early phase. Blue colored ‘X’s labeled the Late phase. A light blue colored triangle marked the 20d post-TBI time points, which were named as Late Regression (LR) phase to acknowledge the fact that these samples clustered back to the conglomerate of baseline and Early phase. (**c**) A flow chart depicting an in silico model to identify the clinically actionable miRNAs. The miRNA reads were mapped to both sus sarcofa and human genome in parallel. The null hypothesis of this model was that these two independent read-mapping pipelines should generate a completely overlapping panel of miRNAs, since the sequences of miRNAs are believed to be conserved across the phylogenetic tree. Contrasting to the pre-TBI baseline, the differentially expressed miRNAs at individual post-TBI temporal phases were identified for these two parallel pipelines. The miRNA reads mapped to sus sarcofa delivered 212 ssc-miRNAs, which were differentially expressed in at least one of the four temporal phases, namely Early, Mid, Late and LR. Sequence alignment of these ssc-miRNAs to human genome delivered a re-annotated panel of 212 hsa-miRNAs. The parallel pipeline mapping the miRNA reads directly to human genome found 110 hsa-miRNAs, which were differentially expressed in at least one of the four temporal phases. There were 92 miRNAs (40% of combined list) conserved between this two sets of hsa-miRNAs. Figure S2 depicted all of these 92 miRNAs and Table 1 listed a subset of this list, which showed strong translational potential to be a putative panel of early markers of lethal radiation. (**d**) Venn diagram of ssc-miRNAs. The differentially expressed ssc-miRNAs of all four temporal phases were compared among themselves and to the 92 miRNAs that emerged conserved between the two parallel pipelines explained in Fig. 1c.

### Longitudinal expression dynamics of microRNA (miRNA)

The principal component analysis (PCA) plot revealed the underlying relationship among the time resolved miRNA expressions (Fig. 1b). The PC1 and PC2 explained 29.3% and 11.2% of total variance in the global miRNA landscape. 

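PCA was computed on the log2 CPM of the 411 ssc-miRNAs in the 24 libraries, centred and not scaled, with a prior count of 2. PC1 took 43.9% and PC2 17.6% of the variance. With each ssc-miRNA scaled to unit variance the shares were 37.6% and 14.3%. The largest change came from adding the near-empty libraries of minipig 3, an alternative chosen after seeing the data. Over the 29 libraries with at least 1 count, PC1 took 87.9% and PC2 4.22%. Leaving out 1 minipig at a time gave 34.5% to 57.4% for PC1 and 15.8% to 23.1% for PC2. The 3 libraries highest on PC1 all came from minipig 1, with 35.6 at 17d, 21.5 at 10d and 21.3 at the unirradiated C7.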

Taking cues from the distributions of the samples across PCA plot, the time points were assigned ad hoc into four phases. Early phase included 0d, 1d, 3d and 7d post-TBI time points, which were marked by circles in Fig. 1b. Comprising 10d and 14d post-TBI time points, the Mid phase was marked by rectangles in Fig. 1b. Finally, the Late and LR phases included 17d and 20d post-TBI time points, respectively.

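Before the phases were compared, depth and detection were set side by side. The log2 total per library was 17.46 ± 1.54 (SD, n = 6) before TBI and 18.18 ± 0.56 (SD, n = 10) at Early. It was 15.99 ± 0.66 (SD, n = 4) at Mid, 15.39 ± 0.79 (SD, n = 2) at Late and 18.84 ± 0.32 (SD, n = 2) at LR. None of the 4 phases differed from pre-TBI in two-sided exact permutation tests that moved the time labels within each minipig, with p = 0.0689 at Early, 0.194 at Mid, 0.222 at Late and 0.333 at LR. At Late and LR only 9 arrangements exist, so the smallest p they allow is 0.111. With minipig 3 left out, the Early libraries were deeper than the pre-TBI libraries by 1.14 on the log2 scale (exact permutation test, p = 0.0222). After every library was thinned at random to the 24341 counts of the smallest, 402 ± 6.16 ssc-miRNAs (SD, n = 6) were detected before TBI, against 397 ± 9.49 (SD, n = 10) at Early, 402 ± 2.58 (SD, n = 4) at Mid, 402 ± 1.41 (SD, n = 2) at Late and 397 ± 4.24 (SD, n = 2) at LR. These differences were within the spread between libraries (exact permutation tests, p = 0.201 at Early, 1 at Mid, 1 at Late and 0.444 at LR).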

Differential analysis of Early phase found 45 upregulated and 43 down-regulated ssc-miRNAs from the pre-TBI baseline. Likewise, there were 22 upregulated and 106 down-regulated, 11 upregulated and 113 down-regulated, and 26 upregulated and 24 down-regulated ssc-miRNAs in Mid, Late and LR-phase, respectively. Together, there were 212 ssc-miRNAs, which were differentially expressed in at least one of the four temporal phases (Table S1A).

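At Early, 21 ssc-miRNAs were higher and 56 lower than the pre-TBI baseline at an unadjusted p under 0.05, where 20.6 of the 411 tested would be called by chance. No ssc-miRNA passed an adjusted p of 0.05. The split between higher and lower ssc-miRNAs moved most with library size only in place of TMM, which gave 3 higher and 69 lower, 13 of them past the adjusted threshold. The adjusted count moved most when only the Early and pre-TBI libraries were fitted, to 38 of 112 unadjusted calls. Over the other alternatives it lay between 0 and 30. The adjusted count also depended on the library that TMM takes as its reference. It was 0 with the library chosen by edgeR and had a median of 15 over fits that took each of the 24 libraries in turn, an alternative chosen after seeing the data, while the unadjusted total stayed between 71 and 81. Of the 77 unadjusted calls, 65 moved the same way in all 3 minipigs, a share of 84.4% against 58.4% for all ssc-miRNAs, which is raised by the choice of the calls from the pooled change of the same libraries. Over all 411 ssc-miRNAs, without a choice of calls, the Early changes had a mean correlation of r = 0.559 between minipigs. Each change was taken against the same animal's pre-TBI libraries. Between minipigs 1 and 2, r was 0.0978 at Mid, -0.142 at Late and 0.22 at LR. These correlations are across ssc-miRNAs, which are not independent replicates. Without minipig 3, whose only libraries above the minimum of 1000 counts are C7, C1, 0d and 1d, the unadjusted total was 35.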

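At Mid, 9 ssc-miRNAs were higher and 13 lower than pre-TBI at an unadjusted p under 0.05, close to the number expected by chance, and none passed the adjusted threshold. At Late, 64 were higher and 29 lower, and 16 higher and 2 lower ssc-miRNAs had an adjusted p under 0.05 (edgeR's quasi-likelihood test). At LR, 15 were higher and 8 lower, with none past the adjusted threshold. The share of higher calls at Late was 68.8% with TMM and 46.9% with library size only. When only the Late and pre-TBI libraries were fitted, so that the spread was estimated from them alone, 39 ssc-miRNAs were called at Late without adjustment and 0 with it. The fit with the minipig as a replicate block raised the LR total from 23 to 49 and turned its balance, to 19 higher and 30 lower. With the block and thinned counts, 8 were higher and 35 lower at LR. With edgeR's likelihood ratio test the higher calls stayed in the majority there, at 18 and 11. Of the 18 adjusted calls at Late, 14 moved the same way in both minipigs, a number that is raised by the choice of the calls from the same 2 libraries. The 5 with the smallest p among these were ssc-miR-9-1, ssc-miR-9-2, ssc-miR-204, ssc-miR-182 and ssc-miR-138, and the first pair have identical counts in every library, so they are 1 measurement. The log2 fold change was 3.72 for ssc-miR-9-1 (standard error 0.63, adjusted p = 0.000656), 3.91 for ssc-miR-204 (standard error 0.66, adjusted p = 0.000656), 5.44 for ssc-miR-182 (standard error 0.98, adjusted p = 0.00102) and 1.91 for ssc-miR-138 (standard error 0.36, adjusted p = 0.00125). With 2 libraries at Late, 1 library decided much of these values. Against the same animal's pre-TBI libraries, ssc-miR-9-1 rose by 1.07 in minipig 1 and 4.77 in minipig 2 on the log2 scale, and ssc-miR-204 by 1.93 and 4.83. Without minipig 2 their log2 fold changes were 1.59 and 2.23, and without minipig 1 they were 5.07 and 5.17. ssc-miR-182 took 17.7% of the counts of minipig 2 at 17d and rose by 6.48 there, against 1.18 in minipig 1. Its log2 fold change was -0.07 without minipig 2. The 20d library of minipig 2 also lay above both of the animal's pre-TBI libraries for these 3. Its log2 CPM was 14.64 for ssc-miR-182 (10.32 and 11.57 before TBI), 10.78 for ssc-miR-204 (8.19 and 8.48) and 9.87 for ssc-miR-9-1 (7.69 and 7.77). In minipig 1 at 20d, at 9.78, 8.05 and 8.48, none of the 3 lay above both of its pre-TBI libraries. ssc-miR-138 rose by 1.60 and 1.64 in the 2 minipigs, from only 10 and 21 counts at 17d.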

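Over the 4 phases, 179 ssc-miRNAs were called at an unadjusted p under 0.05 in at least 1 phase. Of these, 30 were called in at least 2 phases, 6 in at least 3 and 0 in all 4. Because the phases share their 6 pre-TBI libraries, unchanged groups were simulated against the same baseline 100 times. The simulations gave a median of 66 ssc-miRNAs in at least 1 phase (range 47 to 89) and of 11 in at least 2 (range 5 to 17). The union lay above every simulated value, and so did the overlap. In the simulations at most 32, 30, 33 and 31 ssc-miRNAs were called at Early, Mid, Late and LR. Other splits of the real phase and pre-TBI libraries into groups of the same sizes gave up to 94, 128, 172 and 77. The simulated range is narrower than such regrouping gives, so the comparison does not rule out regrouping as a source.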

### Multiple sequence alignment between human and minipig miRNA assembly

Objective of the analysis pipeline was to determine a subset of these DE ssc-miRNAs that would have high translational potential (Fig. 1c). A multiple sequence alignments protocol^52^ identified those hsa-miRNAs, which were sequentially conserved to 212 DE ssc-miRNA; and we named these 212 ssc-miRNA as sequentially conserved-miRNA (*sc*-miRNA). In a parallel pipeline, the quality controlled NextSeq reads were *directly* blasted to human genome assembly and differential expression analysis was performed to curate 110 significantly different hsa-miRNAs from pre-TBI baseline. We labeled this second set as functionally similar miRNA (*fs*-miRNA). Ultimately, 212 *sc*-miRNAs and 110 fs-miRNAs were overlapped to find 92 miRNAs that were common between these two sets and named as conserved-miRNA (*cnvd*-miRNA). In the hierarchical clustering of these *cnvd*-miRNAs (Figure S1), four nodes were of interests, since they included those *cnvd*-miRNAs, which demonstrated longitudinally consistent trends of regulations (Fig. 1d and Table 1).

**Table 1:** A clinically actionable panel of microRNAs (miRNA) markers of early response to lethal total body irradiation (TBI).

*micro*RNA	Log_2_(fold change)				Biofunction
	Early	Mid	Late	LR	
miR-432-5p*	− 2.61	− 2.49	− 2.49	− 2.70	Inhibited expression is linked to pancreatic cancer^77^
miR-221-5p*	− 2.66	− 2.62	− 2.62	− 2.83	Inhibited expression promotes cancer^78^
miR-92b-5p*	− 2.75	− 2.62	− 2.62	− 2.83	Potential biomarker of heart failure^79^
miR-331-3p*	− 3.44	− 3.40	− 3.40	− 3.60	Linked to carcinogenesis^80^
miR-424-5p*	− 3.54	− 3.49	− 3.49	− 3.70	Identified as prognostic marker of multiple sclerosis^81^
miR-374b-5p*	− 4.05	− 4.00	− 4.00	− 4.21	Identified as prognostic marker of multiple sclerosis^81^
miR-376a-3p*	− 3.92	− 3.80	− 3.80	− 4.00	Linked to carcinogenesis^82^
miR-133a-3p*	− 4.44	− 3.10	− 9.61	–	Linked to carcinogenesis^80^
miR-545-3p*	− 4.31	− 4.19	− 4.19	–	Linked to cell migration, proliferation, and invasion^83^
miR-193a-5p	− 3.84	− 3.80	− 3.80	–	Inhibited expression linked to cancer^84^
miR-184*	− 3.80	− 3.76	− 3.76	–	Inhibited expression promotes cancer^85^
miR-542-5p	− 3.79	− 3.75	− 3.75	–	Inhibited expression promotes cancer^85^
miR-133b	− 2.57	− 2.44	− 2.44	–	Inhibited expression promotes cancer^85^
miR-218-5p*	4.02	3.27	–	4.83	Linked to carcinogenesis
miR-190b*	3.01	6.27	–	–	Promotes cancer
miR-1296-5p	− 2.53	− 2.40	–	–	Inhibited expression promotes cancer
miR-30c-1-3p	− 3.54	− 3.49	–	–	Inhibited expression promotes cancer

This miRNA panel met two selection criteria. (i) this is a subset of 92 cnvd-miRNAs, which are likely to be sequentially conserved and functionally similar miRNAs between human and minipig. (iii) In sus scrofa, these miRNAs were consistently expressed in at least two consecutive time points starting from the Early post-TBI phase. All of these miRNAs differentially expressed from the pre-TBI baseline with t-test *p* < 0.05; a subset of these miRNAs also met FDR cut-off 0.05, and those are marked with *.

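Table 1 gives a log2 fold change for 55 pairs of a miRNA and a phase, over 17 miRNAs. In the deposited counts, 9 of these pairs had an unadjusted p under 0.05, and 3 of the 9 had the direction of Table 1. None passed an adjusted p of 0.05 over all ssc-miRNAs tested, while 3 passed it adjusted over the list alone. The list was chosen by the study on these same libraries, so the adjustment over the list alone is not independent evidence. The 3 were ssc-miR-221-5p at Early, ssc-miR-190b at Early and ssc-miR-432-5p at Late, and only the first had the direction of Table 1. The count over all ssc-miRNAs tested rose to at most 5 among the alternatives, with the DESeq2 Wald test. The direction of the unadjusted calls depended on the setting. With the minipig as a replicate block, which uses the pairing of the libraries, 7 of 11 calls had the direction of Table 1. It was 6 of 9 with the block and thinned counts, 5 of 7 with thinned counts alone and 6 of 12 with the DESeq2 Wald test. Without minipig 3 it was 3 of 8. At Late, ssc-miR-545-3p had only 1 and 3 counts in its 2 libraries, at or under the floor of 3 counts, so no fold change is given for it there. Counting direction alone, 26 of the 54 other pairs moved as in Table 1. With minipig 1 left out, 35 of the 51 pairs above the floor did, and with minipig 3 left out 21 of 54. ssc-miR-218-5p has the same counts as ssc-miR-218 in every library, so their reads cannot be separated.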

### Longitudinal profile of miRNA enriched networks

The entire list of 212 DE ssc-miRNAs enriched 206 networks, which were primarily sorted into six major categories, namely (i) cancer and cell death, (ii) musculoskeletal and organ injury, (iii) inflammation and endocrine dysfunction, (iv) gene expression, (v) cardiovascular atrophy and (vi) other; here the *other* set included cell movement, cell cycle, neurological illness, developmental disorder etc. A stacked bar chart (Fig. 2a) showed the longitudinal distribution of these network categories. The cancer related networks covered 60% of all networks across the timescale. There were 110 miRNAs enriching the cancer networks (Figure S3), of which four miRNAs, namely ssc-miR-374b-5p, ssc-miR-331-3p, ssc-miR-664-3p, ssc-mir-362 were consistently down-regulated and one miRNA, namely ssc-mir-10b was consistently up-regulated across the timescale. Furthermore, ssc-miR-374b-5p and ssc-miR-331-3p were among the *cnvd*-miRNA set. In addition to cancer network, other dominating network categories included the musculoskeletal and organ injury, and inflammation and endocrine dysfunction, and these two categories covered 10.8% and 7.9% of all networks.

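In the deposited counts, none of the 5 miRNAs named for the cancer networks changed in 1 direction at all 4 phases except ssc-miR-331-3p, whose log2 fold changes were small. They were -0.15 at Early, -0.14 at Mid, -0.48 at Late and -0.13 at LR, with standard errors of 0.22 to 0.36 and adjusted p from 0.416 to 0.978, and without minipig 3 the Early, Mid and LR values turned positive. ssc-miR-374b-5p fell at Early (-1.75, standard error 1.00, adjusted p = 0.336) and LR (-2.96, standard error 1.91, adjusted p = 0.593) and was higher at Mid (0.37, standard error 1.26) and Late (1.11, standard error 1.53). With the minipig as a block the Mid value turned negative, and the LR value was -3.47 and was called lower at an unadjusted p under 0.05. ssc-miR-664-3p moved by 0.34, 0.25, -0.27 and 0.11 at Early, Mid, Late and LR, all with an adjusted p of 0.360 or more. ssc-miR-362 moved by 0.37, 0.30, -0.53 and 0.79, and ssc-miR-10b by 0.22, 0.63, -1.07 and 0.40. The Late values rested on single animals. Without minipig 1 they were -0.26 for ssc-miR-362 and -0.55 for ssc-miR-10b, and without minipig 2 they were -1.61 and -1.82. With the main settings, the adjusted p values of ssc-miR-362 and ssc-miR-10b were at least 0.209 in every phase (edgeR's quasi-likelihood test). Without adjustment, ssc-miR-10b was called lower at Late at a p under 0.05. That call was lost with only the 2 groups compared in the fit and with C7 only as the baseline. It was also lost with thinned counts, with or without the minipig as a block, and with the 29 libraries that hold at least 1 count. None of the 5 miRNAs passed the adjusted threshold at any phase.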

**Figure 2:**
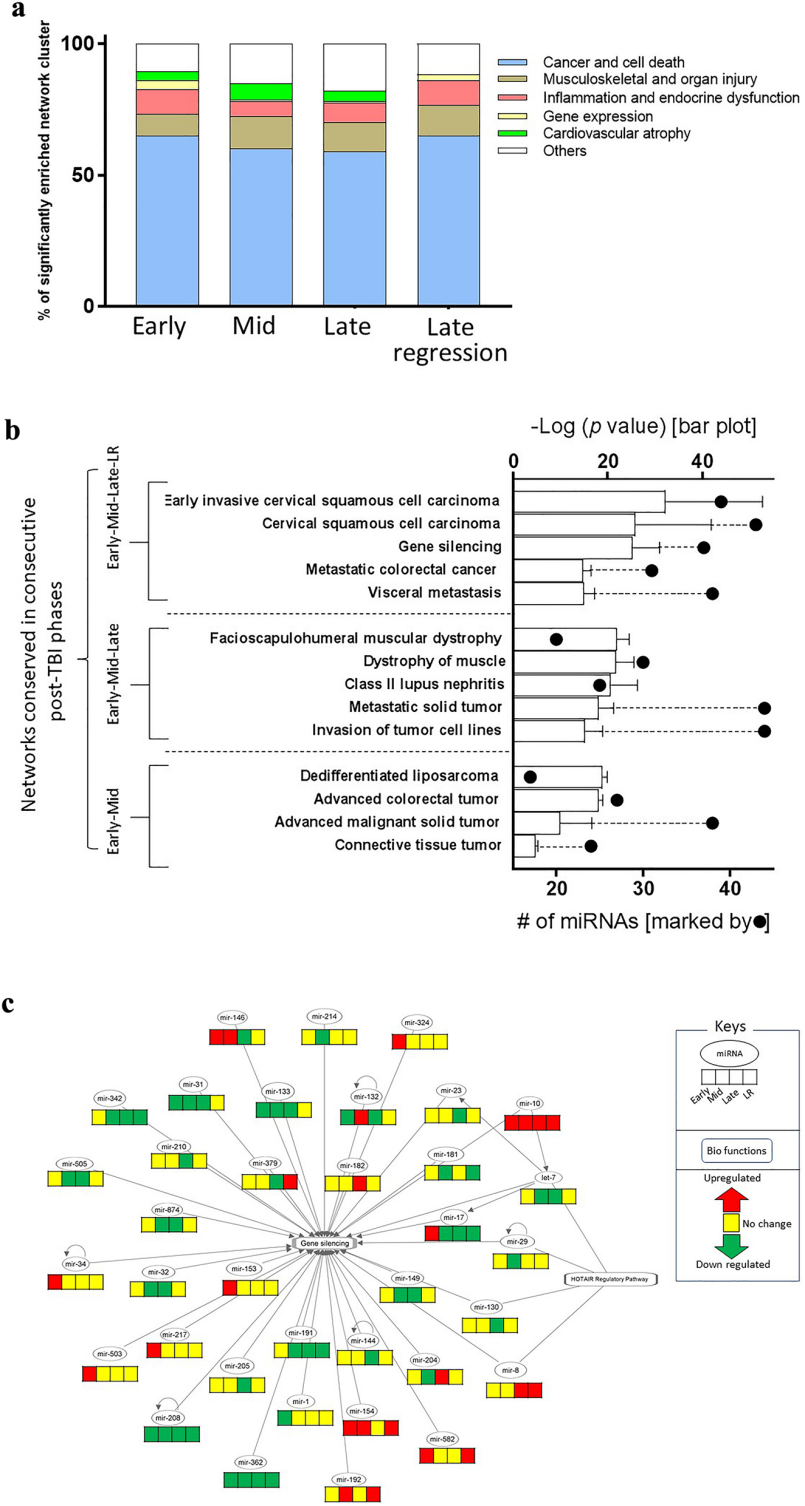
(**a**) Percentage share of the network categories across the temporal phases. The stacked bar plots represents the six dominating categories of networks. The group of networks labeled ‘others’ were linked to cell movement, cell cycle, neurological illness, developmental disorder etc. (**b**) Top five most significantly perturbed networks linked to Early time point. There were 37 networks that were consistently enriched across all four temporal phases, i.e. from Early to LR. Likewise, there were 41 and 4 networks that were consistently enriched in two other chronological combinations of temporal phases, i.e. from Early to Late and from Early to Mid, respectively. These networks were arranged in ascending order of their hypergeometric p values and five top ranked networks were selected from the two combinations of temporal phases, i.e. from Early to LR, and from Early to Late, respectively. All four networks from the third combination, i.e. from Early to Mid were selected. These networks emerged significantly enriched in at least two chronologically consecutive phases starting from the Early phase. The bar graphs were plotted against the top x-axis represents –log(*p*-value) and the solid black circles plotted against the bottom x-axis represents the number of miRNAs enriching individual networks. (**c**) Network linked to gene silencing. A regulatory network linked to the noncoding RNA residing in the homeobox C (HOXC) locus, termed HOTAIR emerged significantly altered within this framework of gene silencing network. In the network, the rectangular and oval nodes represent biofucntions and miRNAs, respectively. The four segments of the bar at the bottom of each miRNAs documented the regulations in four temporal phases arranged chronologically from left to right. The red, green and yellow colored segments represented up-, down and unchanged regulations in comparison to the pre-TBI baseline. The edges represent the relationship between two nodes; the arrow-headed edges represent activation and the straight-lined edges represent association between two nodes.

Overall, there were 86, 178, 151 and 43 networks, which were most significantly perturbed in the Early, Mid, Late and LR phases, respectively (Table S2A). A Venn diagram (Figure S2) depicted the longitudinal distribution of these networks, as 39.8% of all these networks were perturbed starting from the Early phase. Ranked by the hypergeometric *p*-values, the most significantly perturbed networks were shown in Fig. 2b. Majority of these networks were linked to cancer. Figure S3 showed a hierarchical clustering of cancer related 106 ssc-miRNAs.

The gene-silencing network, a candidate of the gene expression category was significantly perturbed across the entire post-TBI time scale (Fig. 2c). The gene-silencing network was enriched by 36 ssc-miRNAs, of which ssc-miR-362 and ssc-miR-208 were consistently down-regulated and ssc-miR-10 were consistently upregulated across the four post-TBI phases. Furthermore, two networks were enlisted under musculoskeletal and organismal injury category, namely facioscapulohumeral muscular dystrophy and atrophy of muscle that emerged highly enriched across Early, Mid and Late phase. 

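The miR-208 listed in the deposited counts is ssc-miR-208b. Its log2 fold change was -1.99 at Early (standard error 0.59, adjusted p = 0.0766 from edgeR's quasi-likelihood test), -0.38 at Mid (standard error 0.78, adjusted p = 0.978), 0.43 at Late (standard error 0.97, adjusted p = 0.835) and -1.52 at LR (standard error 1.03, adjusted p = 0.593). At Early it was lower in all 3 minipigs, by -1.06, -0.80 and -2.63 on the log2 scale against the mean of the same animal's pre-TBI libraries. In minipigs 1 and 2 this came from 1 of the 2 pre-TBI libraries. Minipig 1 had a log2 CPM of 8.96 at C7 and 6.22 at C1, against 6.02 to 7.05 at Early. Minipig 2 had 7.46 at C7 and 10.10 at C1, against 7.17 to 9.24 at Early. Only in minipig 3 did both pre-TBI libraries (10.75 and 9.96) lie above its Early libraries (7.60 and 7.84). The Mid value turned positive with the minipig as a block (0.12), and the Late value turned negative without minipig 1 (-0.72) and with library size only (-0.10). Without minipig 3 the Early value was -1.30 and no longer passed an unadjusted p of 0.05. Its counts ran from 8 to 978 before TBI and from 13 to 270 at Early.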

Muscular atrophy network was enriched by 36 miRNAs; notably, its two candidates, namely ssc-miR-374b-5p and miR-362 were consistently down regulated and ssc-miR-10 was consistently upregulated across the post-TBI phases.

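The levels behind these miRNAs differed widely in depth and spread. ssc-miR-374b-5p had 16 to 175 counts per library before TBI, and its log2 CPM was 8.65 ± 2.74 (SD, n = 6), so libraries of unirradiated plasma already spanned 5.36 to 12.63. The low end of that span, 5.69 and 5.36, came from minipig 3, which has no LR library in the fits. In the other 2 animals the LR library lay below both of the animal's own pre-TBI libraries, at 8.30 against 12.63 and 9.91 in minipig 1 and at 5.40 against 9.04 and 9.26 in minipig 2. ssc-miR-374b-5p was not called at LR with the main settings (log2 fold change -2.96). It was lower there at an unadjusted p under 0.05 with the minipig as a block (-3.47), with the block and thinned counts (-4.05), without minipig 3 (-3.74) and with the DESeq2 Wald test, and passed the adjusted threshold in none of the alternatives. ssc-miR-362 had a log2 CPM of 10.54 ± 0.48 (SD, n = 6) before TBI and 10.92 ± 0.43 (SD, n = 10), 10.64 ± 1.03 (SD, n = 4), 9.88 ± 1.00 (SD, n = 2) and 11.10 ± 1.36 (SD, n = 2) at Early, Mid, Late and LR. For ssc-miR-10b the values were 13.96 ± 0.50 (SD, n = 6) before TBI and 14.16 ± 0.53 (SD, n = 10), 14.58 ± 0.58 (SD, n = 4), 12.92 ± 0.48 (SD, n = 2) and 14.39 ± 0.50 (SD, n = 2) afterwards. Each phase range of these 2 miRNAs overlapped the pre-TBI range of single libraries except ssc-miR-10b at Late, where both libraries were below every pre-TBI library.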

### Longitudinal expression dynamics of putative metabolites

PCA plot of spectral features failed to show any trend. Table S3 listed all the spectral features across the time points. Further, we used the Manhattan plots to capture the impacts of TBI on metabolite profile. Here all the differentially abundant positively and negatively charged spectral features were shown with respect to their log transformed *p*-values (Fig. 3a). There were 106 positively charged and 19 negatively charged spectral features at Early phase. Likewise, there were 65, 38 and 26 positively charged and 18, 13 and 14 negatively charged spectral features in Mid, Late and LR phases. These spectral features were mapped to human metabolite database ID (HMDBID); and 29 (24 up-/4 down-regulated), 25 (23 up-/2 down-regulated), 21 (20 up-/1 down-regulated) and 13 (9 up-/4 down-regulated) spectral features were annotated by HMDB in the Early, Mid, Late and LR phases, respectively (Table S2B). More than 55% of all these HMDB-mapped putative metabolites emerged differentially expressed at the Early phase (Fig. 3b) and Table 2 listed a subset of the putative metabolites, which were showing consistent early regulations. These predictive panels of HMDBIDs (Table S1B) significantly enriched 10 functional networks; of which two networks, namely the binding of cell surface and the colony formation of hematopoietic progenitor cells emerged conserved between Early and LR phases (Table S2B). There were at least three networks, which were linked to the musculoskeletal atrophy, namely the catabolism of protein, hydrolysis of proteins and peroxidation of lipids; and the corresponding putative metabolites were seeded into the muscular atrophy networks along with the candidate miRNAs (Fig. 3c).

**Figure 3:**
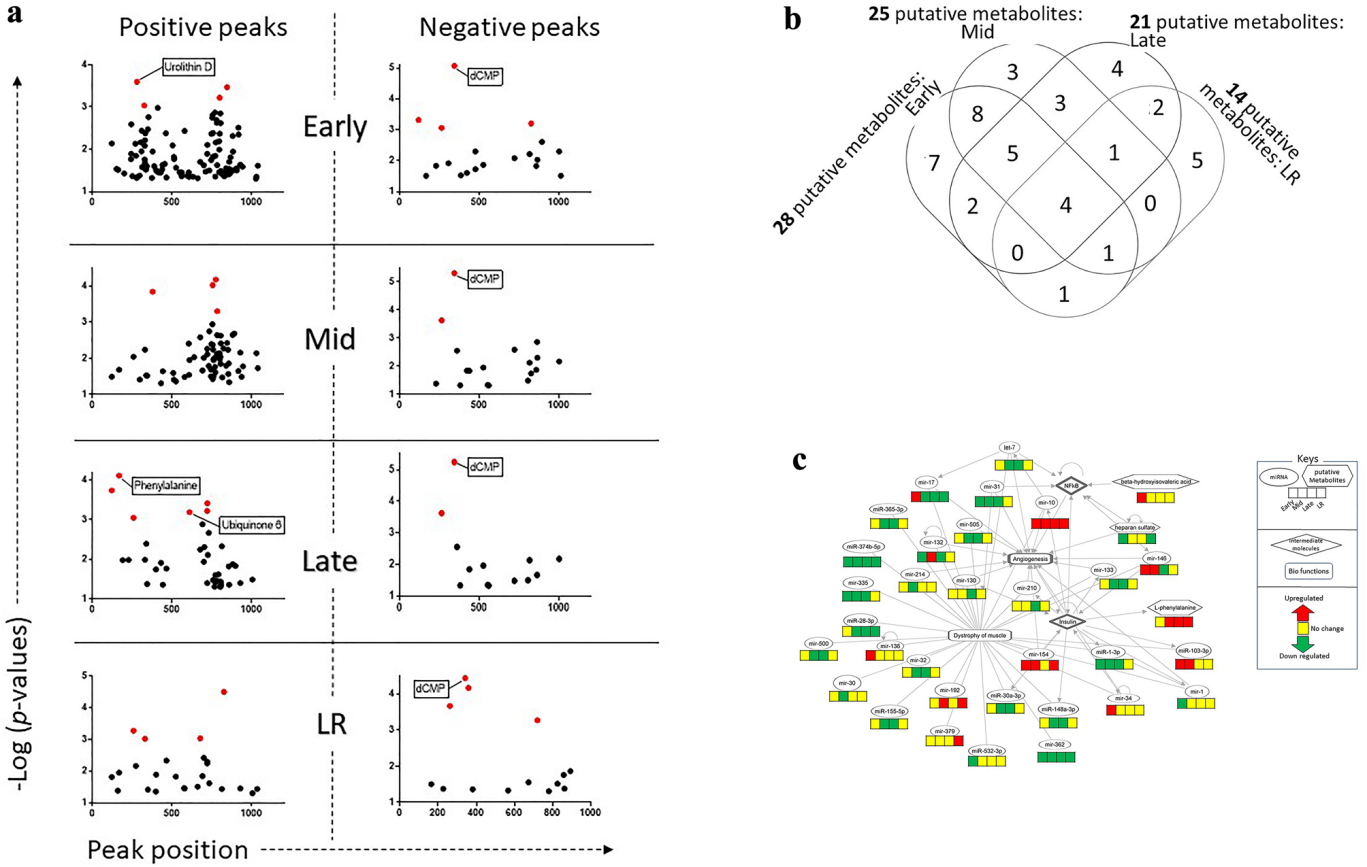
(**a**) Manhattan plot of differentially expressed (DE) spectral features. The left and right column of plots represented the positively and negatively charged peaks. Four temporal phases were arranged chronologically from top to bottom; the top row with two plots were linked to the Early phase and next three rows of plots were linked to Mid, Late and LR phases, respectively. The negative log transformed hypergeometric *p*-values of each spectral feature were presented in each plot, where the *p*-values measured the significance of divergence of the putative metabolites from the pre-TBI baseline. The red colored dots demonstrated highly significant spectral features [− log(p-value) > 3] and among these red dots, the HMDB-annotated spectral features were marked with their corresponding putative metabolite names. (**b**) Venn diagram of the Differentially abundant putative metabolites across the four temporal phases. The longitudinal distribution of these metabolites suggested that nearly 37% of them were consistently perturbed in at least two temporal phases starting from Early. These putative metabolites are listed in Table 2. (**c**) Network linked to dystrophy of muscle. This network was inferred from a group of DE miRNAs and differentially abundant putative metabolites. Angiogenesis emerged as one significant and pertinent network linked to muscular dystrophy. In the network, the rectangular, oval and hexagonal nodes represent biofucntions, miRNAs and putative metabolites, respectively. The rhombus shaped nodes were inserted to connect two molecules of interest, although the regulations of these molecules inside the rhombus nodes were not determined by present set of assays. The four segments of the bar at the bottom of each miRNAs and putative metabolites documented the regulations in four temporal phases arranged chronologically from left to right. The red-, green- and yellow-colored segments represented up-, down and unchanged regulations in comparison to the pre-TBI baseline. The edges represent the relationship between two nodes; the arrow-headed edges represent activation, and the straight-lined edges represent association between two nodes.

**Table 2:** A panel of putative metabolites with strong translational potential to be the marker of early response to lethal total body radiation (TBI).

HMDB ID	Name of putative metabolites	Biofunctions	Log_2_(fold change)			
			Early	Mid	Late	LR
Non-lipid metabolites/phosphates						
HMDB0001202	dCMP	Marker of oxidative damage and metabolic disorder caused by radiation	1.13	1.17	1.16	1.01
HMDB0011155	1-1z-alkenyl-2-acylglycerophosphate	An intermediate of ether lipid metabolism	0.35	0.41	0.38	0.51
Phospholipids and glycerophospholipid						
HMDB0009940	Phosphatidylinositol Phosphate(16:1/18:0)	Linked to cancer, cardiac atrophy, and nervous system disorder	0.20	0.24	0.18	0.18
HMDB0008951	Phophatidylethanolamine(16:1)	Linked to fatty acid metabolism and diabetes, often linked to radiation^86^	0.29	0.32	0.42	0.32
HMDB0007889	Phosphatidylcholine(36:4)	Linked to lipid metabolism	0.23	0.36	0.24	–
HMDB0009309	Phophatidylethanolamine(42:8)	Linked to lipid metabolism	0.34	0.33	0.33	–
HMDB0007881	Phosphatidylcholine(34:3)	Linked to carcinogenesis	0.39	0.35	0.26	–
HMDB0006588	Disialosyl galactosyl globoside	Linked to renal cell carcinoma	0.31	0.30	0.30	–
HMDB0007890	Phosphatidylcholine(36:5)	Linked to lipid metabolism	0.66	0.52	0.38	–
HMDB0012108	1-heptadecanoyl-2-hydroxy-sn-glycero-3-phosphocholine	Linked to lipid metabolism	0.60	0.50	–	–
HMDB0007963	Phosphatidylcholine(15:1)	Linked to lipid metabolism	0.73	0.51	–	–
HMDB0007883	Phosphatidylcholine(34:4)	Linked to lipid metabolism	0.39	0.47	–	–
HMDB0009573	Phophatidylethanolamine(44:8)	Linked to fatty acid metabolism and diabetes, often linked to radiation^86^	0.71	0.55	–	–
HMDB0007894	Phosphatidylcholine(38:1)	Linked to lipid metabolism	0.35	0.38	–	–
HMDB0007940	Phosphatidylcholine(33:2)	Linked to lipid metabolism	0.71	0.69	–	–
HMDB0007874	Phosphatidylcholine(32:2)	Linked to lipid metabolism	0.43	0.45	–	–
HMDB0007937	Phosphatidylcholine(33:0)	Linked to lipid metabolism	0.38	0.43	–	–

This putative metabolite panel met two selection criteria: (i) these putative metabolites are differentially expressed in sus scrofa from its pre-TBI baseline in at least one post-TBI phase; and (iii) in sus scrofa, these putative metabolites were consistently expressed in at least two consecutive time points starting from the Early post-TBI phase. The biofunctions, if not cited, were curated from https://hmdb.ca/metabolites. The putative list of metabolites were sorted into organic class of compounds, namely lipid and non-lipid metabolites, and all these spectral features were differentially expressed from the pre-TBI baseline with t-test *p* < 0.05.

## Discussion

### Model characteristics and study limitations

The prospect of circulating miRNAs as radiation biomarkers received additional traction by the growing number of studies that aimed to integrate miRNA and metabolite expressions in blood serum or plasma^32,53–55^. The integrative miRNA-metabolite readouts present dual benefits. Firstly, miRNA analysis can help in comprehending the stress history by exploiting its epigenetic characters^56^. Secondly, miRNA-metabolite integrative model is a great resource to predict the potential disease footprints, since together miRNAs and metabolites capture a wide range of biofunctional dynamics. The major challenge of finding radiation marker is the near unavailability of ‘pure’ clinical samples without confounding factors, such as cancer. Therefore, the appeal of studying large animal models in the context of TBI is enormous. Further, it is essential to apply in silico mechanism to find phylogenetically conserved markers of translational potential. We aim to bridge this knowledge gap in this pilot study by investigating a large animal model that was minipig, which share many important traits with human. Next, analytical pipeline curated those markers, which were likely to be sequentially homologues with human and functionally similar in responding to lethal TBI.

Present assays used GMPs’ plasma samples; no other biomatrix including serum was used here. Since, the expression values of these small molecules varies among different biomatrix, it is important to note that present results including the putative biomarkers are likely most applicable for plasma samples. In addition, it is beyond the scope of present study to find the cellular sources of the small molecules. This is a pilot study since the results are limited by a small sample size. Nevertheless, longitudinal analysis and multi-omics interrogation were undertaken to enhance statistical power.

### Highly adverse acute impact of total body irradiation

The immediate impact of lethal radiation was exhaustive to both miRNA and metabolite profile in the minipig model, and this condition essentially mirrored a previously published TBI mouse model^57^. Systematic differential expression analysis found that the largest portion of all DE miRNAs and metabolites were perturbed at the Early phase. 

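Counted by time point, with 9 groups in 1 fit, 35 ssc-miRNAs differed from pre-TBI at 0d, 50 at 1d, 35 at 3d and 34 at 7d at an unadjusted p under 0.05. The counts were 30 at 10d, 37 at 14d, 98 at 17d and 29 at 20d. Each of 0d and 1d had 3 libraries and every later time point 2. With an adjusted p under 0.05 there were 20 ssc-miRNAs at 17d, 5 at 3d, 3 at 20d, 1 at 14d and 0 at 0d, 1d, 7d and 10d. Between C1 and C7, both before irradiation, 3 ssc-miRNAs had an unadjusted p under 0.05 and 0 an adjusted one. The adjusted counts at 17d, 3d, 20d and 14d were all 0 without minipig 3, whose libraries above the minimum of 1000 counts end at 1d, and unadjusted counts there were 69, 20, 29 and 13. They were also all 0 with only the 2 groups compared in the fit, beside 39, 39, 19 and 40 unadjusted calls, and with C7 only as the baseline, beside 51, 29, 38 and 45. Over the other alternatives with at least 2 libraries per group, the adjusted count at 17d lay between 9 and 36. The fit by phase, in which the same 20d libraries form LR, had 0 adjusted and 23 unadjusted calls for them. The unadjusted counts at 0d and 1d fell to 3 and 12 when minipig 3 was left out, which leaves 2 libraries at each.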

PCA plot of miRNAs revealed an underlying longitudinal profile driven by host response to TBI. C1 and C2 samples were clustered with 0d, 1d, 3d and 7d; together these post-TBI time points were named as Early phase. 

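Distances were taken on PC1 and PC2 from the centroid of the pre-TBI libraries, and for a pre-TBI library from the centroid of the other 5. The 6 pre-TBI libraries lay 14.3 ± 6.61 (SD) from it and the 10 Early libraries 11.6 ± 4.66 (SD), a difference within the spread between libraries (two-sided permutation test within minipigs over all 1350 arrangements, p = 0.42). Without minipig 1 the order turned round, with the Early libraries farther by 3.27 (exact permutation test, p = 0.322).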

Clustered separately from the Early phase in the PCA plot, two subsequent time points (10d and 14d post-TBI) were jointly named as Mid phase. 

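The 4 Mid libraries lay 13.7 ± 4.31 (SD) from the pre-TBI centroid, which was not distinguishable from the distance of the pre-TBI libraries themselves (exact permutation test over 36 arrangements, p = 0.778). At 10d, minipig 1 lay 19.9 away and minipig 2 lay 13.2 away, and at 14d the distances were 10.5 and 11.1.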

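At 17d the libraries of the 2 minipigs lay far apart from each other. Minipig 1, with 29159 counts, was 32.6 from the pre-TBI centroid on PC1 and PC2, the largest distance of the 24 libraries, and minipig 2, with 63441 counts, was 6.91 away. The mean of these was 19.7 ± 18.1 (SD, n = 2), against pre-TBI libraries that reached 24.9 in minipig 1 at C7 (exact permutation test, p = 0.333, where 0.111 is the smallest p that the 9 arrangements allow). Measured over all ssc-miRNAs instead of PC1 and PC2, the 17d libraries were 30.0 ± 8.21 (SD, n = 2) from the centroid, and the test gave that smallest p.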

Subsequent time point, 17d post-TBI diverged furthest from the pre-TBI, Early and Mid phases, respectively, and we binned 17d as the lone entrant of Late phase. 

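By time point, the mean distance from the pre-TBI centroid was 11.3 ± 7.19 at 0d, 13.4 ± 4.46 at 1d, 10.5 ± 5.04 at 3d, 10.7 ± 3.50 at 7d, 16.6 ± 4.70 at 10d, 10.8 ± 0.378 at 14d and 11.4 ± 7.95 at 20d (SD, with 3 libraries at 0d and 1d and 2 at each later time point). The C7 and C1 libraries gave 15.8 ± 9.25 and 12.8 ± 4.12 (SD, n = 3 each). Except at 14d, the spread between minipigs at a time point was as large as the differences between most time points.

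**Figure D2:**
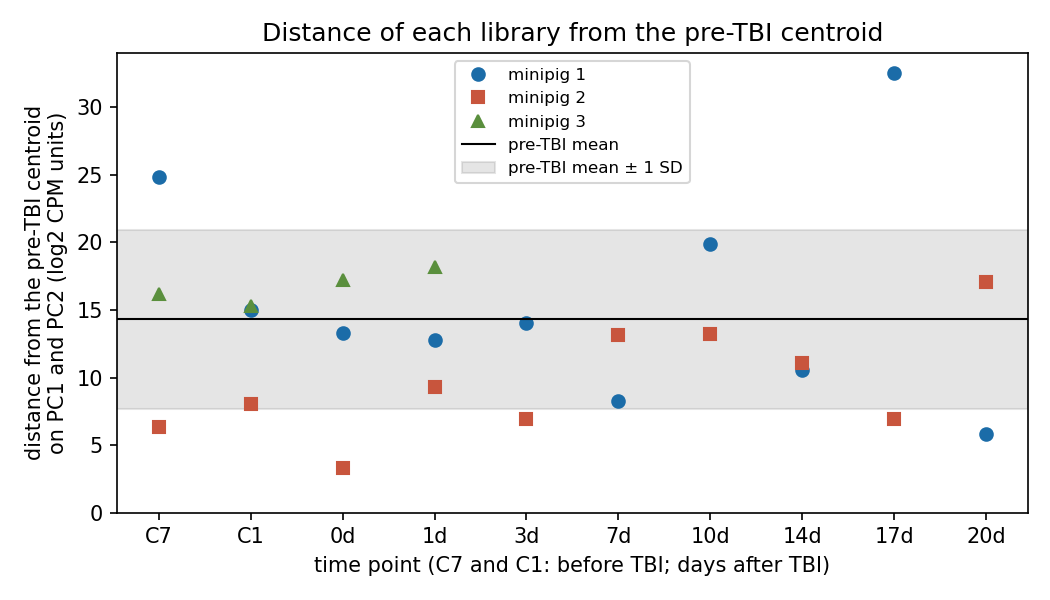
Distance of each of the 24 libraries from the pre-TBI centroid on PC1 and PC2 (vertical axis, log2 CPM units) at each time point (horizontal axis), with 1 symbol per minipig, a line at the pre-TBI mean of 14.3 and a band of 1 SD around it. Only minipig 1 at C7 and at 17d lies above the band, at 24.9 and 32.6.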

Till the Late phase, the Euclidian divergence in PCA plot increased from the pre-TBI baseline in proportion to the times since irradiation, which mirrored the trend previously reported in mouse model^57^. However, this trend was breached at 20d post-TBI in GMPs, as this very late time point clustered back to the Early phase. Hence, we named 20d time point as LR phase. This incident potentially highlighted the differences between the mouse and minipig models. 

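At 20d, minipig 1 was 5.83 and minipig 2 was 17.1 from the pre-TBI centroid. Their mean was not distinguishable from that of the pre-TBI libraries (exact permutation test, p = 0.889). A direct comparison of the LR with the Late libraries called 48 ssc-miRNAs higher and 84 lower at an unadjusted p under 0.05, and 3 at an adjusted p under 0.05 (edgeR's quasi-likelihood test). Across the 411 ssc-miRNAs, the log2 fold changes of LR and Early had a correlation of r = 0.805. Unchanged groups simulated with a shared pre-TBI group, which was simulated as well, gave a median of 0.393 and at most 0.538. For Late and Early r was -0.371, against a simulated median of 0.324, and it was 0.324 without minipig 1. These are correlations across ssc-miRNAs, which are not independent replicates. The simulations drew each ssc-miRNA independently, and the observed r of Early and Late lay below their lowest value of 0.00988. Their range is therefore too narrow to judge these correlations. From the position of the 20d samples near the Early samples in its PCA plot, the paper concludes that the divergence with time was breached and names the phase LR.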

The proportionately larger animal model opened a scope to probe the effects of lethal radiation for a longer time window, which remained elusive to the mouse study^57^.

Interestingly, the longitudinal regression trend of miRNA expression profile was not mirrored by the network analysis. Majority of the networks were triggered at the Early phase underscoring the need of immediate intervention to combat lethal radiation. The cancer and cell death related networks were consistently perturbed across the post-TBI time course. Early inhibition of musculoskeletal fitness network, along with perturbed protein catabolism network suggested adverse impacts of radiation on musculoskeletal system and protein synthesis^58^. Working in concert, time-independent perturbations of metabolites were linked to cellular turnover, immunological onset^59^ and energy synthesis^60^. Early elevation of bioenergy related metabolites, such as dCMP and heparan sulfate was noteworthy and further substantiated the similar observations reported by the mouse TBI model^57^.

A large number of significantly altered putative metabolites were belong to the class of glycerophospholipids and this observation came to support recent studies that showed that a lipogenic environment could be created as a survival mechanism of carcinoma under radiotherapy^61^. In this context, it is important to note that several cancer promoting microRNAs were consistently downregulated and networks linked to cancer cell metastasis, tumorigeneses were perturbed from Early to late post-TBI.

### An in silico approach to determine cross-species conserved markers

A rather cohesive perturbations of miRNA-metabolite networks across different animal models^57,62^ essentially promoted these small molecules as putative radiation markers. However, there were multiple challenges to translate these candidates to clinically actionable items, since the heterogeneity between human and swine genomic makeups are more pronounced in the noncoding transcriptional elements than their coding regions^63^. Hence, we aimed to identify those miRNAs markers, which not only share high sequence homology between human and minipig, but also likely to present a cross-species conserved functional response to lethal radiation. Towards this objective, a multiple sequence alignment method curated the sequentially homologous miRNAs between minipig and human.

A parallel analysis curated those miRNAs, which could possibly exhibit functionally coherent response to TBI between human and minipig. In this in silico undertaking, the miRNA sequence reads were mapped to human miRNA assembly. Subsequent differential analysis mined a set of hsa-miRNAs, which were possibly captured a human-*like* TBI response. Using a Venn- based down selection approach, we curated 92 *cnvd*-miRNAs, which were common between these two sets, namely the sequentially conserved and functionally similar miRNAs between human and minipig, respectively. Hence, these markers should have high translational potential.

This list of 92 *cnvd*-miRNAs was an assortment of novel predictive candidates and acknowledged markers of radiation and cancer. For instance, miR-24-1-5p^64^, miR-30e-3p^65^, miR-28-5p^66^, miR-142-3p^67^, miR-148a-5p^68^, miR-455-3p^69^, miR-139-3p^70^, miR-1306-5p^71^ and several others mentioned in Table 1 were linked to various radiation and carcinogenesis studies. On the other hand, there are some candidates in the list of 92 *cnvd*-miRNAs, such as miR-30a-3p and miR-199b-5p, which had not previously linked to minipig radiation model.

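Of the 8 miRNAs named here that are listed in the deposited counts, 4 had an unadjusted p under 0.05 at Early and 0 at Mid, Late and LR. None passed the adjusted threshold over all ssc-miRNAs, and 2 did at Early adjusted over the list alone. The lowest of the 8 at Early was ssc-miR-455-3p (log2 fold change -1.45, standard error 0.44, adjusted p = 0.0838 from edgeR's quasi-likelihood test), which was lower in all 3 minipigs, and the highest was ssc-miR-139-3p (0.69, standard error 0.32, adjusted p = 0.244), which was higher in all 3. The median log2 fold change of the 8 was -0.19 at Early, where the median of all ssc-miRNAs was 0.02.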

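ssc-miR-30a-3p had log2 fold changes of -0.52 at Early (standard error 0.24), 0.08 at Mid (standard error 0.33), 0.85 at Late (standard error 0.42) and -0.35 at LR (standard error 0.39). Those of ssc-miR-199b-5p were -0.42, -0.59, 0.32 and -0.37, with standard errors of 0.28 to 0.56. The smallest adjusted p of these miRNAs was 0.244, for ssc-miR-30a-3p at Early (edgeR's quasi-likelihood test), where minipig 1 moved up by 0.37 while minipigs 2 and 3 fell by 0.39 and 1.25 on the log2 scale.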

We envision that subsets of 92 *cnvd*-miRNAs could be employed for various diagnostic purposes. For instance, a set of miRNAs including miR-432-5p, miR-221-5p, miR-92b-5p, miR-331-3p, miR-424-5p, miR-376a-3p and miR-374b-5p were consistently down regulated across entire time elapsed since irradiation. This minipig-specific time span is equivalent to approximately 0–4 months up till nearly 12 months of human life^72^ post-TBI. Hence, these miRNAs could be assayed as time-independent irradiation markers.

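Of these 7 miRNAs, 6 had a log2 fold change below 0 at Early, 3 at Mid, 2 at Late and 6 at LR. Without minipig 1 the number below 0 was 5 at Mid, where ssc-miR-424-5p was at the floor with 2 and 3 counts, and 5 at Late. The median of the 7 was -0.54 at Early, 0.06 at Mid, 1.11 at Late and -0.32 at LR. With the main settings, only ssc-miR-221-5p at Early was lower at an unadjusted p under 0.05, with a log2 fold change of -2.10, a standard error of 0.60 and an adjusted p of 0.0657 (edgeR's quasi-likelihood test). At Late, ssc-miR-432-5p, ssc-miR-424-5p and ssc-miR-376a-3p were higher at an unadjusted p under 0.05, with log2 fold changes of 1.67 (standard error 0.49), 1.68 (standard error 0.56) and 1.46 (standard error 0.62), and none of the 3 passed the adjusted threshold over all ssc-miRNAs (adjusted p from 0.052 to 0.176). The rise at Late came from minipig 1 for ssc-miR-376a-3p, which turned to -0.25 without it, and for ssc-miR-432-5p, which was 0.09 without it. Without minipig 3, ssc-miR-221-5p at Early was -1.48 and was no longer called, even without adjustment, while it passed the adjusted threshold in 9 of the alternatives. ssc-miR-376a-3p at Early (-0.74, standard error 0.37, adjusted p = 0.267) was lower at an unadjusted p under 0.05 in 12 alternatives, 1 of them chosen after seeing the data, among them the fit with the minipig as a block (-0.87). That fit also called ssc-miR-376a-3p (-1.12) and ssc-miR-374b-5p (-3.47) lower at LR and no longer called the rise of ssc-miR-376a-3p at Late (1.01). ssc-miR-374b-5p at Early was called lower in 6 alternatives, and ssc-miR-92b-5p at Late in 4. Neither these nor ssc-miR-376a-3p passed the adjusted threshold in the direction of a fall in any alternative. ssc-miR-92b-5p was the lowest of the 7 at Late, at -1.14 (standard error 0.57, adjusted p = 0.227). ssc-miR-424-5p had 2 to 4 counts per library at Mid and 4 and 17 at Late, so its values there carry a large counting error.

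**Figure D3:**
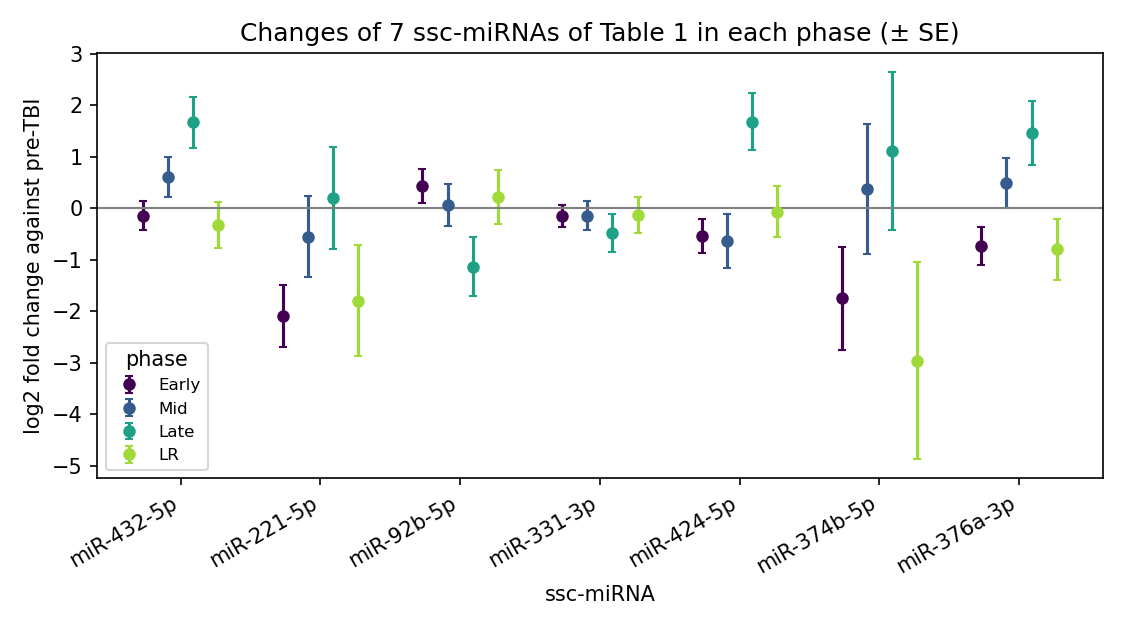
Log2 fold change against pre-TBI (vertical axis) of 7 ssc-miRNAs (horizontal axis) at Early, Mid, Late and LR, with error bars of 1 standard error. The points lie on both sides of 0, from -2.96 for ssc-miR-374b-5p at LR to 1.68 for ssc-miR-424-5p at Late.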

Likewise, a subset of miRNAs in 92 *cnvd*-miRNAs were exclusively expressed immediately after irradiation, which is equivalent to nearly 0–4 months of human life^72^. For instance, following miRNAs were exclusively upregulated immediately post-TBI: miR-218-5p, miR-96-5p, miR-671-5p, miR-424-3p, miR-490-3p, miR-296-5p, miR-769-3p, miR-27b-5p, miR-190b, miR-374b-3p, miR-193a-3p, miR-202-3p, miR-885-3p and miR-217. On the other hand, following set was exclusively down regulated immediately post-TBI (note, this list precludes those, which were already mentioned under consistent marker list): miR-532-3p, miR-885-5p, miR-545-5p, miR-1296-5p, miR-133b, miR-206, miR-30c-1-3p, miR-676-3p, miR-542-3p, miR-542-5p, miR-184, miR-193a-5p, miR-139-5p, miR-545-3p, miR-133a-3p, miR-133a-5p and miR-1306-3p.

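All 14 miRNAs of this list are in the deposited counts. At Early, 7 had a log2 fold change above 0 and 7 below, and their median was -0.01. At an unadjusted p under 0.05, 4 were called, of which 2 were higher. ssc-miR-424-3p was the highest of the 14 (0.68, standard error 0.32, adjusted p = 0.261 from edgeR's quasi-likelihood test) and rose in all 3 minipigs. ssc-miR-190b was the lowest (-1.47, standard error 0.42, adjusted p = 0.0656) and fell in all 3. None passed the adjusted threshold over all ssc-miRNAs, and 1 did adjusted over the list alone. ssc-miR-490-3p has the same counts as ssc-miR-490, so the pair is 1 measurement.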

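For the 17 miRNAs of this list, 5 had a log2 fold change below 0 at Early, and the median was 0.12. Thinning every library to the smallest total raised the number below 0 to 9, and leaving out minipig 1 or minipig 2 raised it to 8. At an unadjusted p under 0.05, 3 were called, of which 2 were lower. The lowest was ssc-miR-542-5p (-0.89, standard error 0.30, adjusted p = 0.107 from edgeR's quasi-likelihood test), which fell in all 3 minipigs, and the highest was ssc-miR-133a-3p (0.46, standard error 0.18, adjusted p = 0.18), which rose in all 3. None of the 17 passed the adjusted threshold over all ssc-miRNAs, and 0 did adjusted over the list alone.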

Together, the time-independent and early-TBI markers can be greatly beneficial in immediately determine any incident of irradiation assault. Table 1 has a refined set of markers of high translation potential. Acute effects of radiation are generally asymptomatic; indeed, the early symptoms are easy to be misdiagnosed with regular diarrhea, metabolic dysfunction etc. Standard Geiger Counter device often gives false-low reading after being saturated by high radiation dose^73^. Hence, an objective detection of lethal dose of radiation at early time points is one of the major present capability gaps^73^, which could be addressed by the abovementioned subsets of 92 *cnvd*-miRNAs.

Further capability gap includes the lack of any method to inform the time elapsed since the radiation exposure. Such knowledge will be highly useful to the clinicians because the impact of radiation on host’s health is time sensitive. We envision that certain subsets of 92 *cnvd*-miRNAs, such as those, which were exclusively regulated at the intermediate (e.g., equivalent to 5–9 months of human life post radiation) or late (e.g., approximately 12 months of human life post-irradiation) could be used to retrospectively triage the subjects based on time since the irradiation exposure.

## Conclusions

System Biology integration of circulating small molecules in plasma suggested adverse effects of lethal radiation that triggered multiple cancer network and developed a pro-carcinoma environment. Utilizing a novel analytical pipeline, we presented a putative panel of biomarkers that showed sequence homology with human and likely to respond to TBI in a phylogenetically coherent manner. An extensive citation search also fostered confidence about the relevance of several candidates to radiation. Systematic investigation of these markers would yield time sensitive miRNA-metabolite panel capable of revealing radiation history, triage subjects based on the time since radiation exposure and predicting disease onset.

## Materials and methods

### Ethics statement

All procedures pertaining to animals were reviewed and approved by the Armed Forces Radiobiology Research Institute (AFRRI) Institutional Animal Care and Use Committee (IACUC) using the principles outlined in the National Research Council’s Guide for the Care and Use of Laboratory Animals and performed in accordance with relevant guidelines and regulations. Animal studies were conducted in compliance with ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines.

### Animal husbandry

Three male Göttingen minipigs* (Sus scrofa domestica)* were acquired from Marshall BioResources (North Rose, NY) between ages 3–5 months and weighing 8.5–10.5 kg. GMPs were individually housed (with social contact maintained through slatted cages) in the AFRRI vivarium on arrival and were quarantined and acclimated for two weeks. Water was provided ad libitum and twice daily meal portions (Mini-Swine Diet 8753, Envigo Teklad Diets, Madison, WI) were determined by supplier instruction according to animal weight.

### Irradiation and dosimetry

Following the quarantine period, GMPs were exposed to 2.2 Gy ^60^Cobalt (^60^Co) TBI (dose rate ~ 0.6 Gy/minute; unilateral sequential raising of the two ^60^Co sources) in the AFRRI Cobalt Radiation Facility. Dosimetry was confirmed as described previously^30^. Anesthesia for irradiation was as follows: 2–5% isoflurane supplied by mask (5% for induction; 2% for maintenance) followed by IM injection of TelazolVR (Zoetis Pharmaceuticals, Salisbury, MD; 100 mg/mL, 2 mg/kg) and Xylazine (Aspen Veterinary Resources Ltd; Loveland, CO; 50 mg/mL, 1 mg/kg). Post-irradiation, GMPs were monitored closely until fully ambulatory.

### Blood collection

Animals were anesthetized with 5–2% isoflurane (as described above) and blood was collected from peripheral veins into anticoagulated tubes on the day of irradiation (day 0) and days 1, 3, 7, 10, 14, 17, and 20 following exposure (Fig. 1a). Baseline values were established in blood collected 7 and 1 days prior to irradiation. The time points were categorized into four phases, Early (days 0, 1, 3 and 7), Mid (days 10 and 14), Late (day 17), and LR (day 20) of H-ARS. Complete blood counts were determined in whole blood; plasma was separated by centrifugation and stored at -80˚C until use.

### Treatment, monitoring, and supportive care

Days 1 and 8 post-TBI, GMPs received 5% dextrose subcutaneously (animals comprised control group of a countermeasure testing study^29^; injection volume was equivalent to volume of drug injected). Indicators of animal health (temperature, activity, posture, stool, vomit, respiratory activity and rate, and anorexia) were monitored twice daily. At time of blood collections, heart rate, lung sounds, perfusion, hydration, and body weight were assessed. Supportive care (prophylactic ciprofloxacin and amoxicillin/clavulanate (p.o.)) was administered when absolute neutrophil counts were < 500/μL as described previously^26^.

### Euthanasia

During daily health checks, GMPs were also monitored for pre-determined criteria that necessitated unscheduled euthanasia: detection of one absolute criteria (non-responsiveness, dyspnea, or hypothermia) or four or more non-absolute criteria (hyperthermia, anorexia, anemia, vomiting/diarrhea, lethargy, vestibular signs, prolonged hemorrhage (bruising, petechiae, frank bleeding)). Anesthetized animals (2–5% isoflurane and Xylazine and Telazol IM injection (as described above)) were humanely euthanized with an IV injection of Euthasol® (sodium pentobarbital; Covertus, Elizabethtown, PA; 1 mL/4.5 kg).

### miRNA sequencing analysis

Five microliter (µL) of GMP plasma sample ligated with adapters to construct the sequencing libraries using the TruSeq small RNA Sample Preparation kit and a multiplexed pool consisting of equimolar amounts of small RNA-derived libraries was size selected. Illumina NextSeq platform was used to generate 5 million reads for miRNA profiling^57^. Preprocessing of raw base calls and sample de-multiplexing were performed using the standard open-source tool bcl2fastq2 v2.20 (Illumina Inc., San Diego, CA, USA). Reads were quality filtered, adaptor trimmed in silico using Cutadapt software v1.16, and mapped against *Sus scrofa* v5 (ssc5) reference genome assembly using Bowtie v2.2.3.0 aligner. Next, these mapped reads were re-mapped to the established *Sus scrofa* miRNAs (ssc-miRNA) that was archived in miRBase. Using miRDeep2 core algorithm, we conducted ssc-miRNA detection and de novo ssc-miRNA prediction from ss5 reference genome assembly of minipig. The known ssc-miRNA quantification was determined using miRDeep2 quantification function. Count data was further analyzed using edgeR v3.6 downloaded from R Bioconductor package. ssc-miRNA reads less than 5 read counts (cpm > 0.5) in 10% of sample population were filtered out and the remaining counts were normalized by TMM normalization method after library size factor calculations. Sample library size distribution and per sample ssc-miRNA read counts matrix were generated to see overall quality of the data and PCA of the ssc-miRNAs was conducted to uncover longitudinal impact of TBI (Fig. 1b). The data file is uploaded at the Gene Expression Omnibus publicly available repository (GEO, https://www.ncbi.nlm.nih.gov/geo/info/linking.html); the accession number is GSE244507.

Differential expression (DE) analysis was performed using edgeR, where data was fit under negative binomial generalized log-linear model to the read counts for each miRNA. The baseline was the pool of three pre-TBI time points, and the gene pair-wise analysis identified DE ssc-miRNAs at each time points, at the cut-off moderate t-test *p* < 0.05.

Subsequent analysis was focused on curating those DE ssc-miRNAs, which would be sequentially conserved and functionally similar between human and minipig exposed to TBI (Fig. 1c). Briefly, we pooled all of these DE ssc-miRNAs to seed them into a multiple sequence alignment tool, namely ClustlW^52^. Here a pairwise sequence alignment between DE ssc-miRNAs and human reference genome assembly (version hg38) was conducted with specified loci position to meet the following parameters, namely the k-tuple word size 1 and window size 5 with top diagonals of 5 with percent method. Gap penalty of 10 and penalty of extension 0.1 with BLOSUM scoring weight matrix were applied. As a result, we identified a set of ssc-miRNAs, which were sequentially homologues to the known human miRNAs. We named this set as sequentially conserved-miRNA or *sc*-miRNA.

In parallel, we used the miRBase to align the quality filtered and adaptor-trimmed reads to the human genome assembly, hg38. Thereby, we followed the previously described analysis pipeline with one important difference, namely the miRDeep2 core algorithm in miRBase curated known hsa-miRNAs, not ssc-miRNA. The resultant hsa-miRNA matrix was quality filtered and the counts were normalized to generate per sample hsa-miRNA set. Differential expression analysis performed at each of the eight post-TBI time points found those hsa-miRNAs, which were significantly different from the baseline formed by the pool of three pre-TBI data, with a cutoff of moderate t-test *p* < 0.05. We named this set of hsa-miRNA as functionally similar-miRNA or *fs*-miRNA. Subsequent Venn approach identified 92 miRNAs that were conserved between *sc*-miRNA and *fs*-miRNA.

### Metabolomics assay

The untargeted metabolomics assay were performed following the previously published protocol^32,74^. Before sample preparation, the sample sequence was randomized to avoid bias. For the metabolomics assay preparation, 75 µL of an extraction solution containing internal standards made up of 2.5 mL water, 3.5 mL methanol, 4.0 mL isopropanol, 10 µL debrisoquine (1 mg/mL in ddH2O), and 50 µL of 4-nitrobenzoic acid (1 mg/mL in Methanol) (per 10 mL) was added to a 25 µL aliquot of plasma. The samples were vortexed and incubated on ice for 20 min. Next, 100 µL of chilled acetonitrile was added, the samples were vortexed, then were incubated at − 20 °C for 15 min. Lastly, the samples were centrifuged at 4 °C and the supernatant was transferred to a MS vial for LC–MS analysis.

A volume of 2 µL of each prepared sample was injected onto a Waters Acquity BEH C18 1.7 μm, 2.1 × 50 mm column for metabolomics and a Waters Acquity CSH C18 1.7 μm, 2.1 × 100 mm column for lipidomics using an Acquity UPLC system coupled to a Xevo G2-S quadrupole-time-of-flight mass spectrometer with an electrospray ionization source (UPLC-ESI-QToF-MS) (Waters Corporation, Milford, MA). The mobile phases consisted of 100% water (solvent A), 100% acetonitrile containing 0.1% formic acid (solvent B), and 100% isopropanol with 0.1% formic acid (solvent C). Each of the solvents contained 0.1% formic acid and solvent A for the lipidomics acquisition contained an additional 10 mM ammonium formate.

The solvent flow rate for the metabolomics acquisition was set to 0.5 mL/min with the column set at 60 °C. The LC gradient was as follows: Initial—98% A, 2% B; 0.5 min—98% A, 2% B; 4.0 min—40% A, 60% B; 8.0 min—2% A, 98% B; 9.0 min—2% A, 98% B; 9.5 min—11.8% B, 88.2% C; 11.0 min—11.8% B, 88.2% C; 11.5 min—50% A, 50% B; 12.0 min—98% A, 2% B; 13.0 min—98% A, 2% B.

The column eluent was introduced into the Xevo G2-S mass spectrometer by electrospray operating in either negative or positive electrospray ionization mode. Positive mode had a capillary voltage of 3.00 kV and a sampling cone voltage of 30 V. Negative mode had a capillary voltage of 2.00 kV and had a sampling cone voltage of 30 V. The desolvation gas flow was set to 600 L/hour and the desolvation temperature was set to 500 °C. The cone gas flow was 25 L/hour and the source temperature was set to 100 °C. The data were acquired in the sensitivity MS mode with a scan time of 0.300 s and an interscan time of 0.014 s. Accurate mass was maintained by infusing Leucine Enkephalin (556.2771 [M + H]^+^/554.2615 [M − H]^−^) in 50% aqueous acetonitrile (2.0 ng/mL) at a rate of 10 µL/min via the Lockspray interface every 10 s. The data were acquired in centroid mode with a 50.0 to 1200.0 m/z mass range for Time-of-flight mass spectrometry (TOF-MS) scanning. An aliquot of each sample was pooled and used as a quality control (QC) which represented all metabolites present. This QC sample was run at the beginning of the sequence to condition the column and then injected every 10 samples to check mass accuracy, ensure presence of internal standard, and to monitor shifts in retention time and signal intensities.

The untargeted data acquired were first converted to the NetCDF unified data format using the Databridge tool in MassLynx (Waters Corporation, Milford, MA). An in-house implementation of the XCMS R package (Scripps Institute, La Jolla, CA) was used for spectral features detection with ordered bijective interpolated warping algorithm utilized for retention time correction and parameters optimized using the Isotopologue Parameter Optimization (IPO) R package^75^. The mass to charge ratio and retention time (mzrt) features were normalized based on the internal standards (debrisoquine and 4-nitrobenzoic acid present in the extraction solution in positive and negative modes respectively) as well as QC-RLSC (QC robust LOESS signal correction) normalization. The differential expression analysis curated those time point-specific spectral features that were altered from the pre-TBI baseline with a cutoff of moderate t-test *p* < 0.05. The differentially expressed spectral features were annotated using CEU Mass Mediator database (www.ceumass.eps.uspceu.es) and the molecules were screened based on the following guideline: (a) Ppm error less than 1; (b) chemical formula comprised of the adducts: + H, − H, + Na, + K, + NH4, -Cl and (c) chemicals belonged to the type of endogenous mammalian^57,76^.

### Statistical analysis

All data generated or analyzed during this study are included in this published article and its supplementary information files.

GeneSpring v.13 (Agilent Technologies, Inc., Santa Clara, CA) was used to find statistically significant markers, compute principal component (PC) analysis and clustering analysis. Hierarchical clustering was conducted using Similarity Measure: Squared Euclidean similarity measures and Wards linkage rule. Prism v.8 (GraphPad, Inc. San Diego, CA) was used for data visualization.

Ingenuity pathway analysis v. 21.0 (Agilent, Inc.) was used for functional analysis.

### Supplementary Information

Supplementary Figures.

Supplementary Tables.

## Data Availability

All data generated or analyzed during this study are included in this published article and its supplementary information files. Raw data have been uploaded to the Gene Expression Omnibus publicly available repository (GEO, https://www.ncbi.nlm.nih.gov/geo/info/linking.html); the accession number is GSE244507.

# Supplementary material for: Early to sustained impacts of lethal radiation on circulating miRNAs in a minipig model
**Source:** Sci Rep. 2023 Oct 28;13:18496. doi: 10.1038/s41598-023-45250-9
**Supplement:** Supplementary file 1 — Supplementary Figures.

## Slide 1
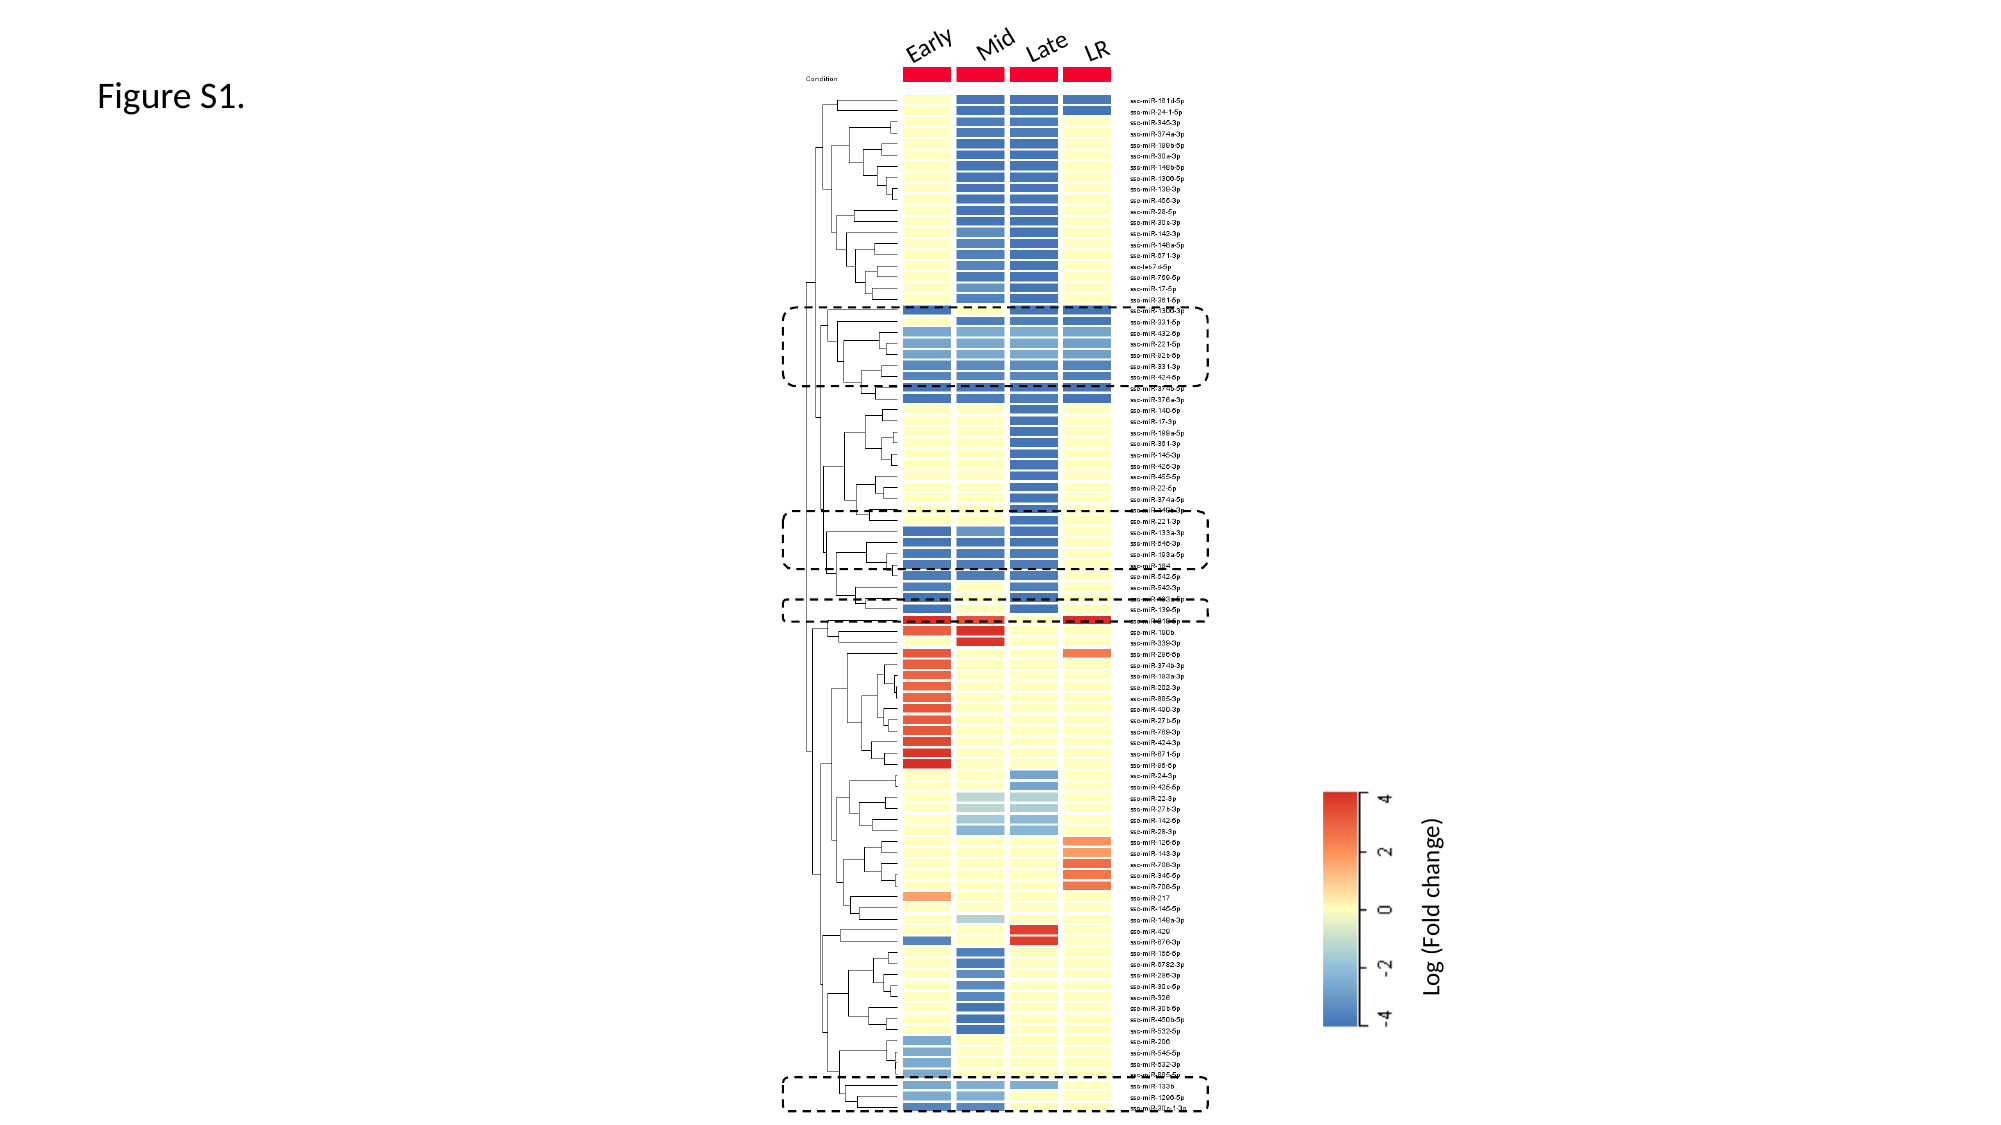

Early
Mid
Late
LR
Figure S1.
Log (Fold change)

## Slide 2
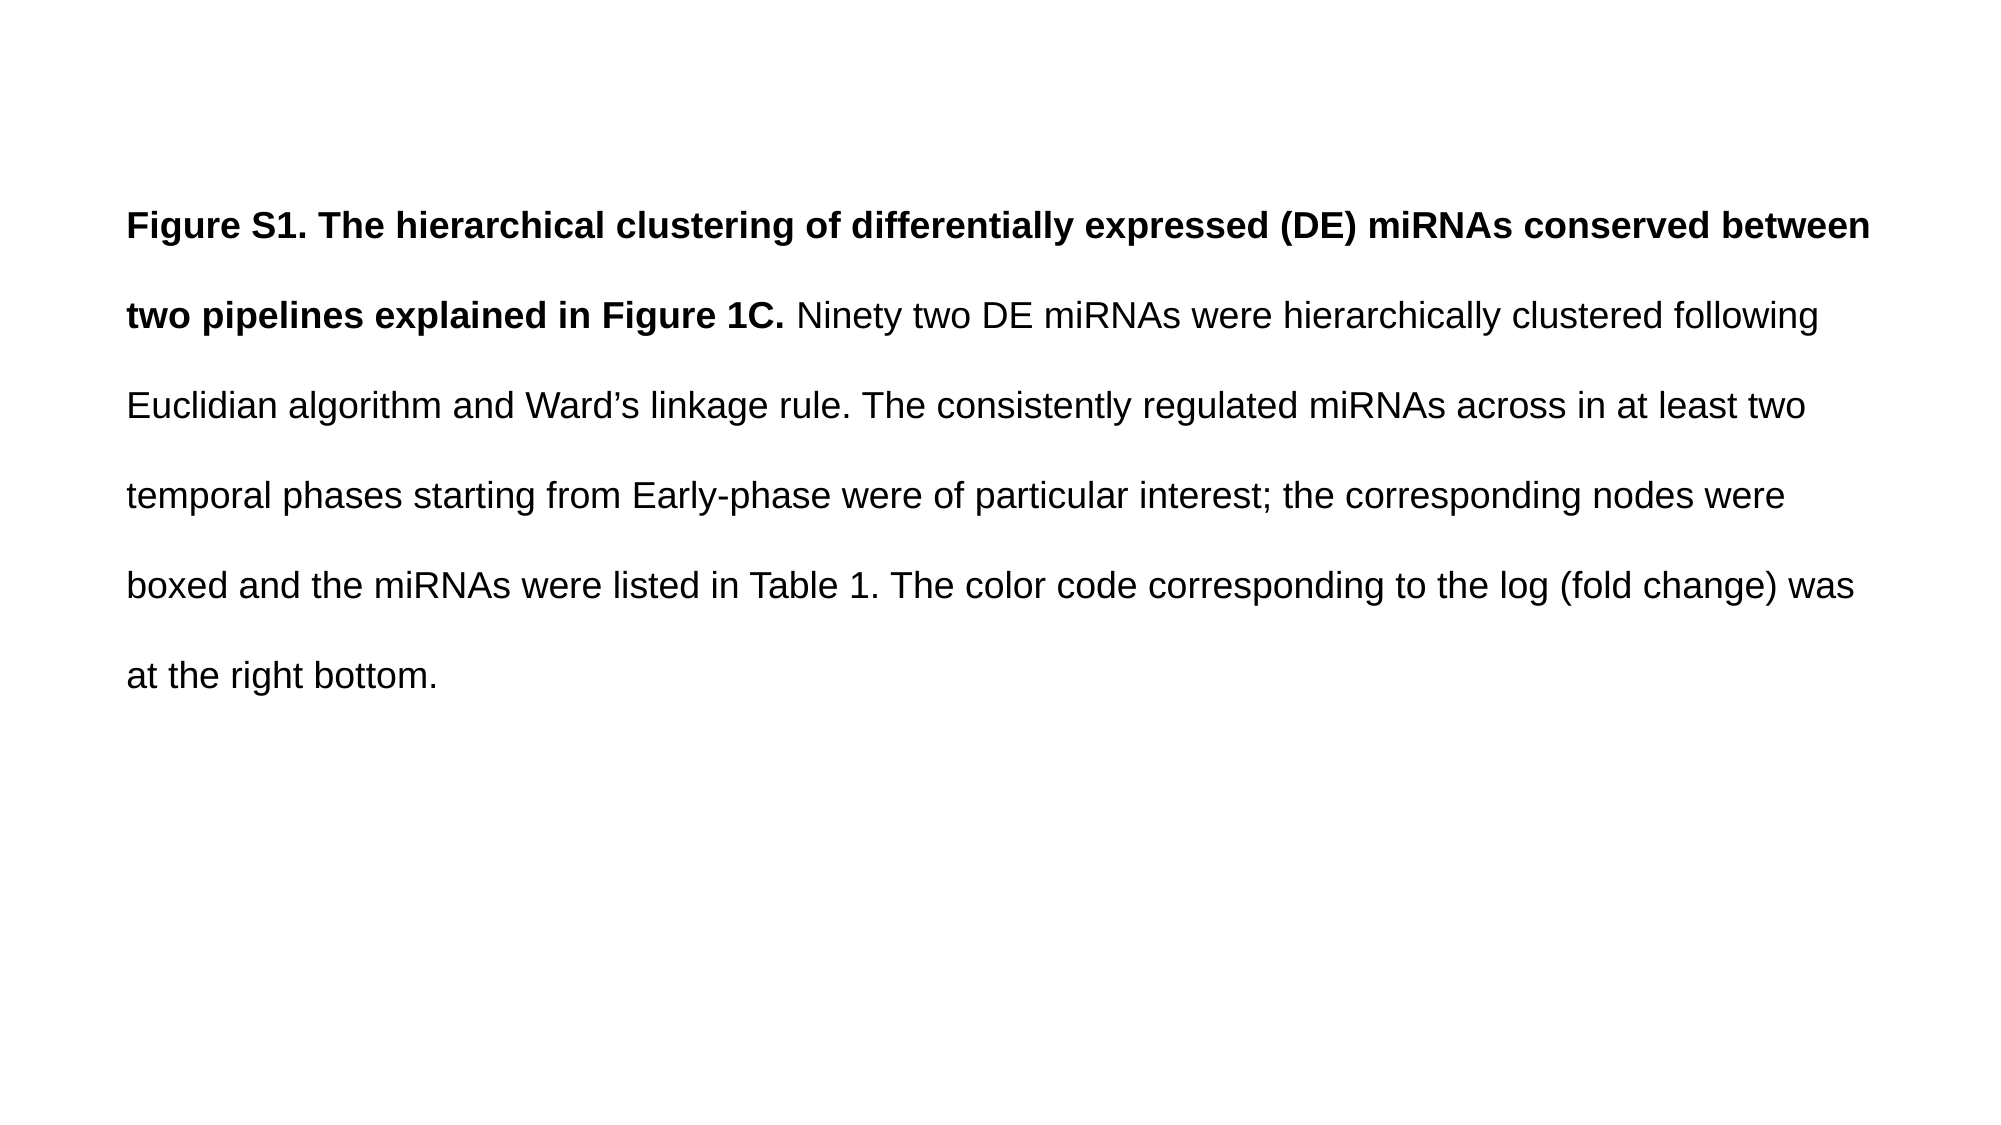

Figure S1. The hierarchical clustering of differentially expressed (DE) miRNAs conserved between two pipelines explained in Figure 1C. Ninety two DE miRNAs were hierarchically clustered following Euclidian algorithm and Ward’s linkage rule. The consistently regulated miRNAs across in at least two temporal phases starting from Early-phase were of particular interest; the corresponding nodes were boxed and the miRNAs were listed in Table 1. The color code corresponding to the log (fold change) was at the right bottom.

## Slide 3
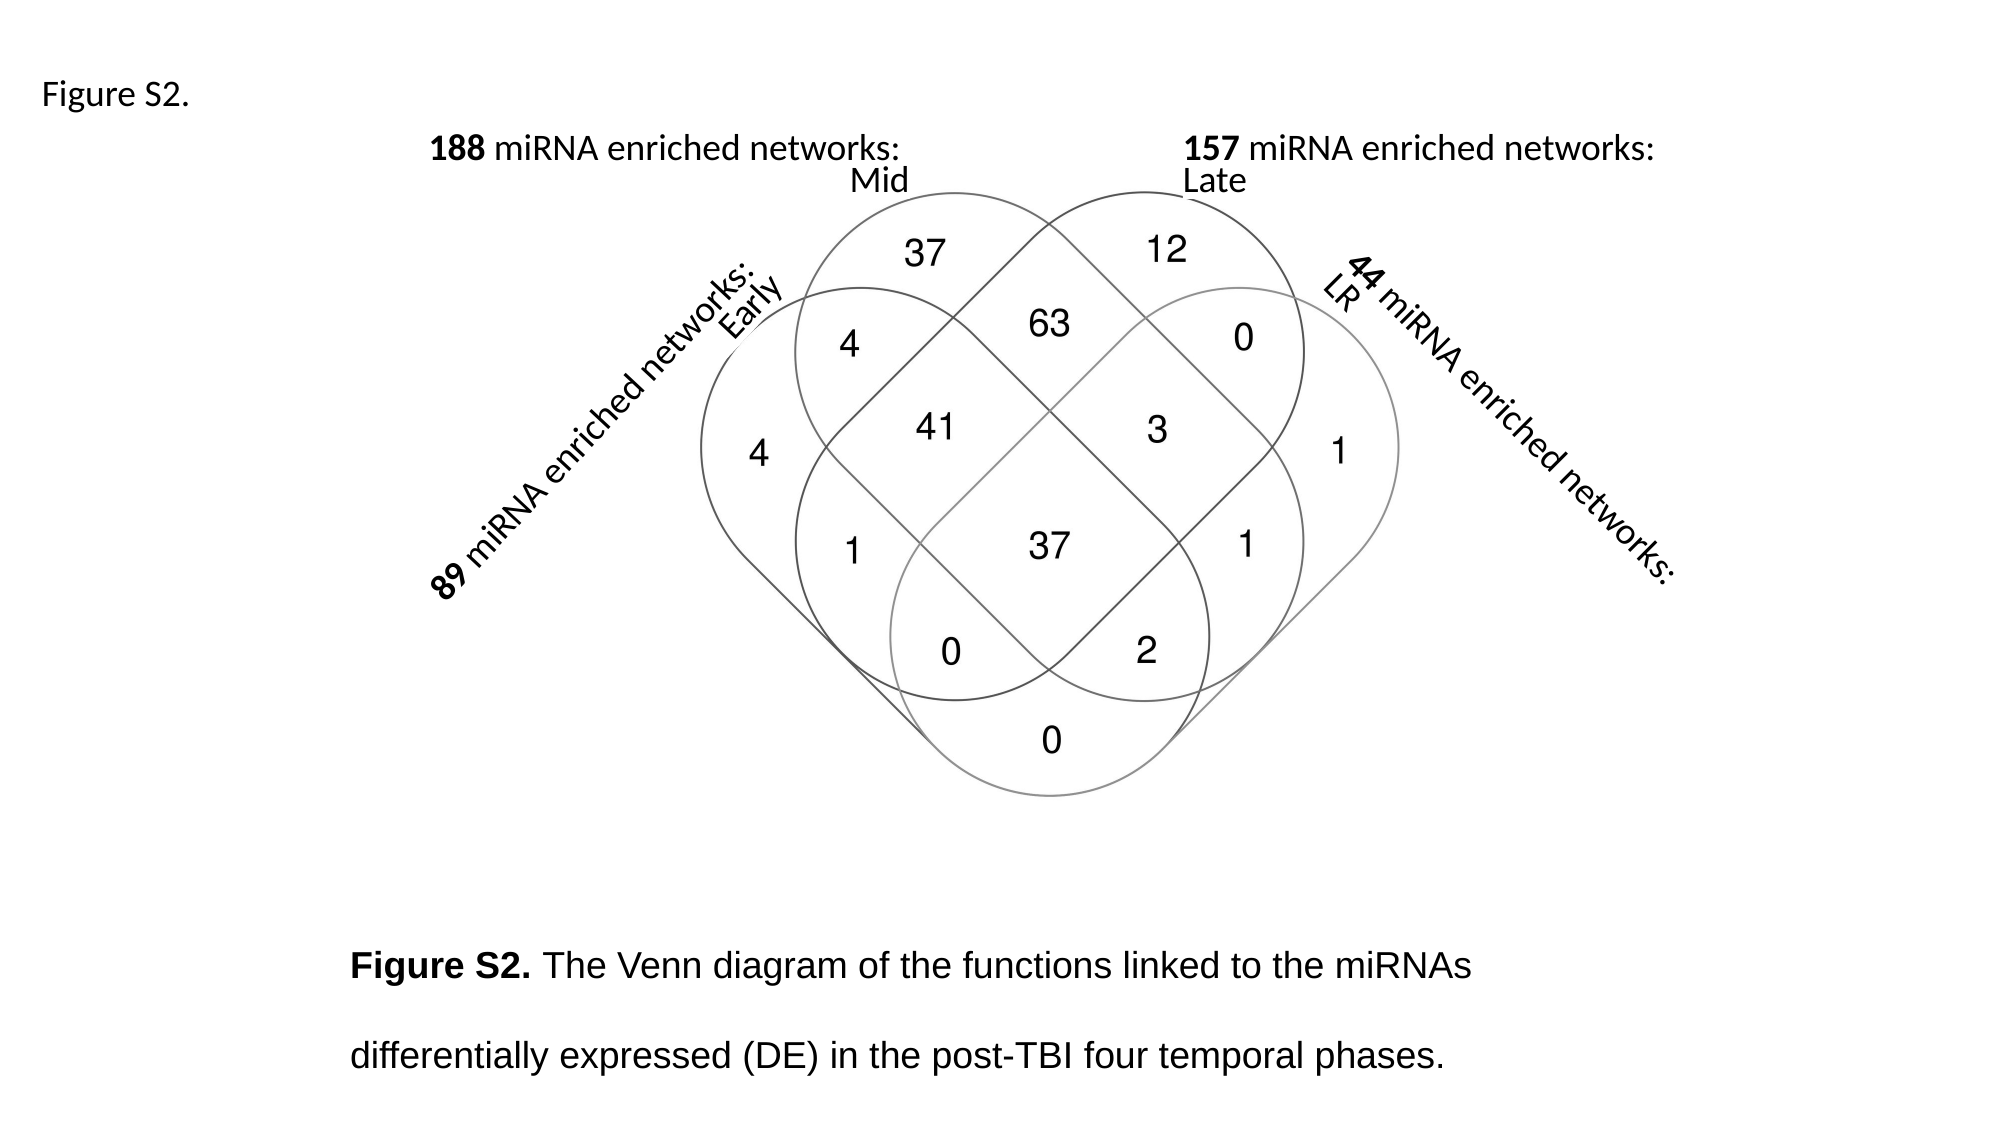

Figure S2.
188 miRNA enriched networks:
Mid
157 miRNA enriched networks:
Late
44 miRNA enriched networks:
LR
89 miRNA enriched networks:
Early
Figure S2. The Venn diagram of the functions linked to the miRNAs differentially expressed (DE) in the post-TBI four temporal phases.

## Slide 4
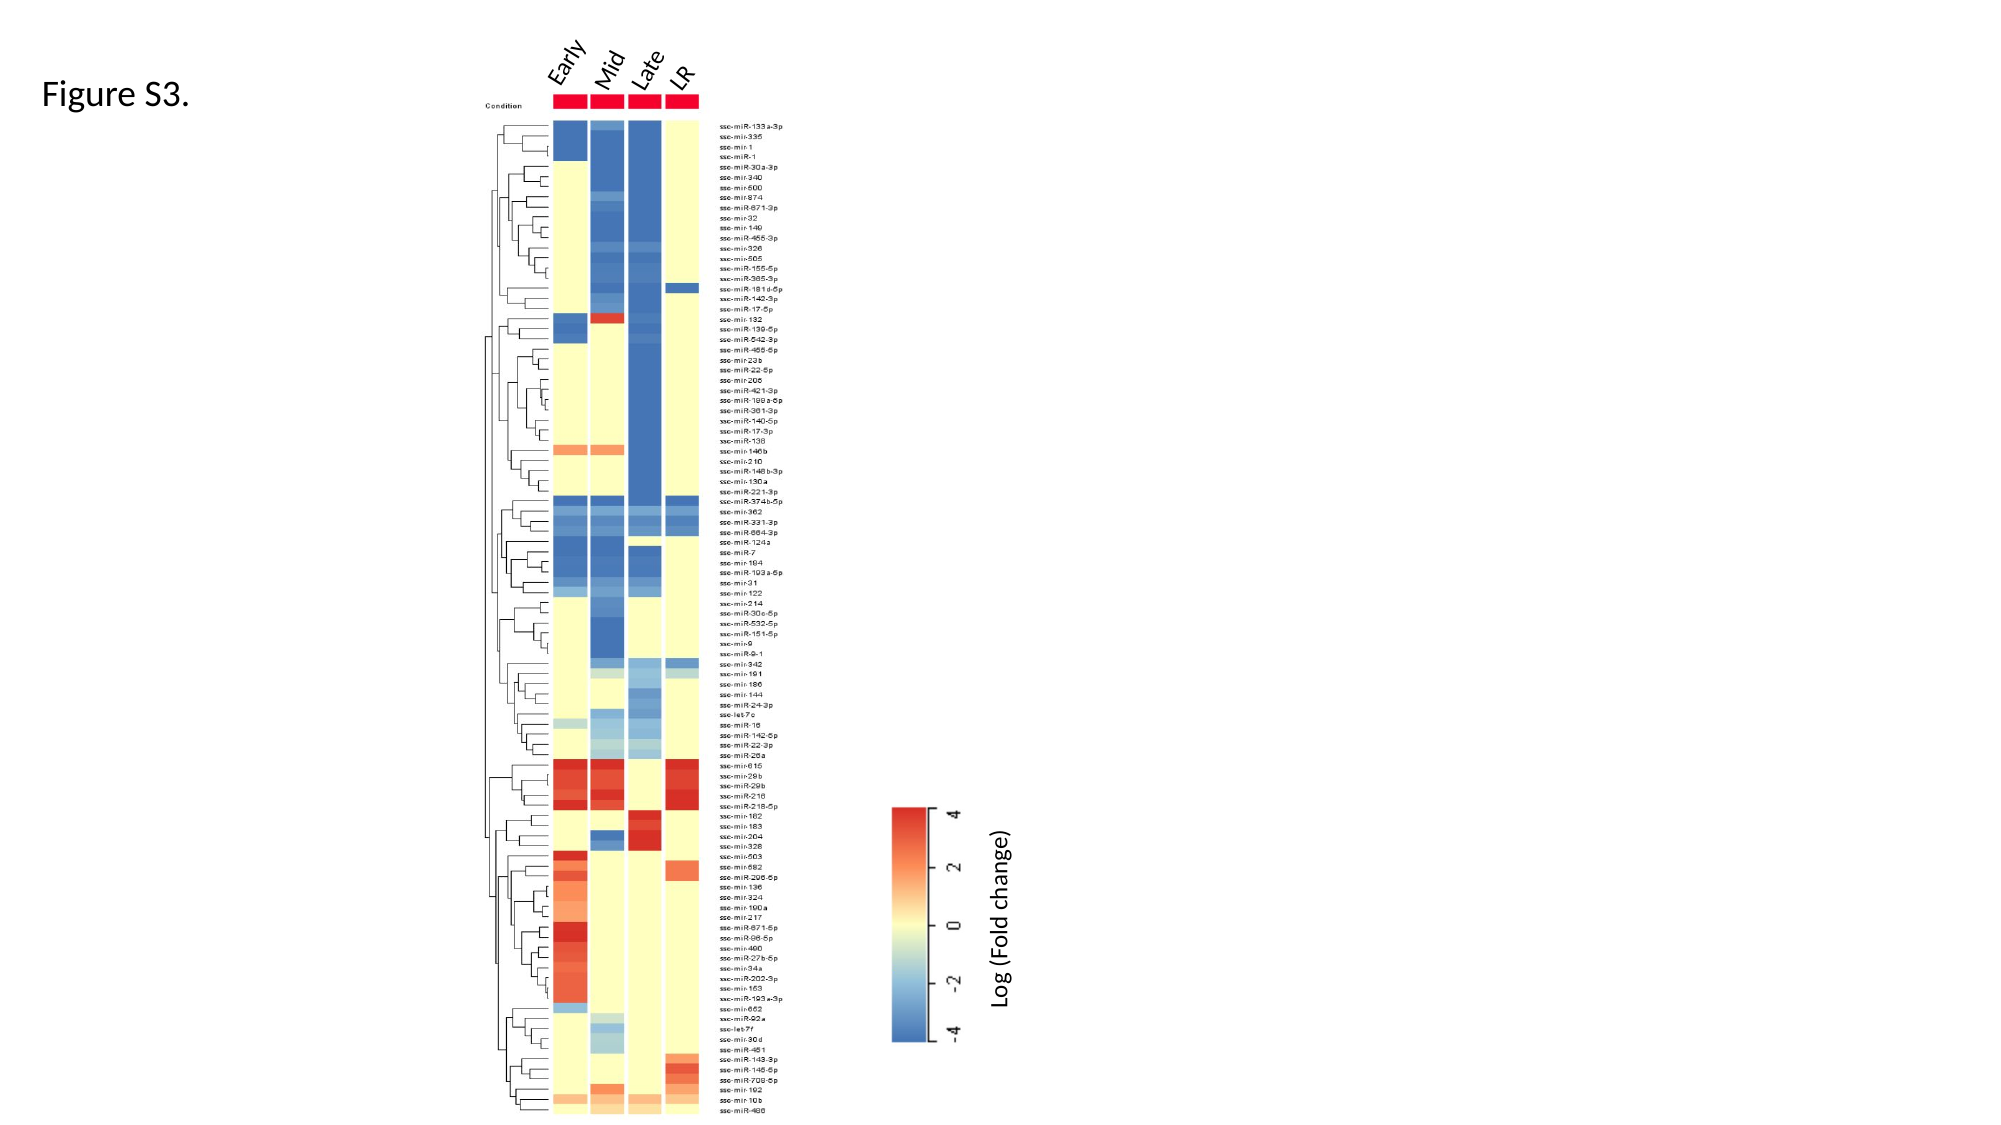

Early
Late
Mid
Figure S3.
LR
Log (Fold change)

## Slide 5
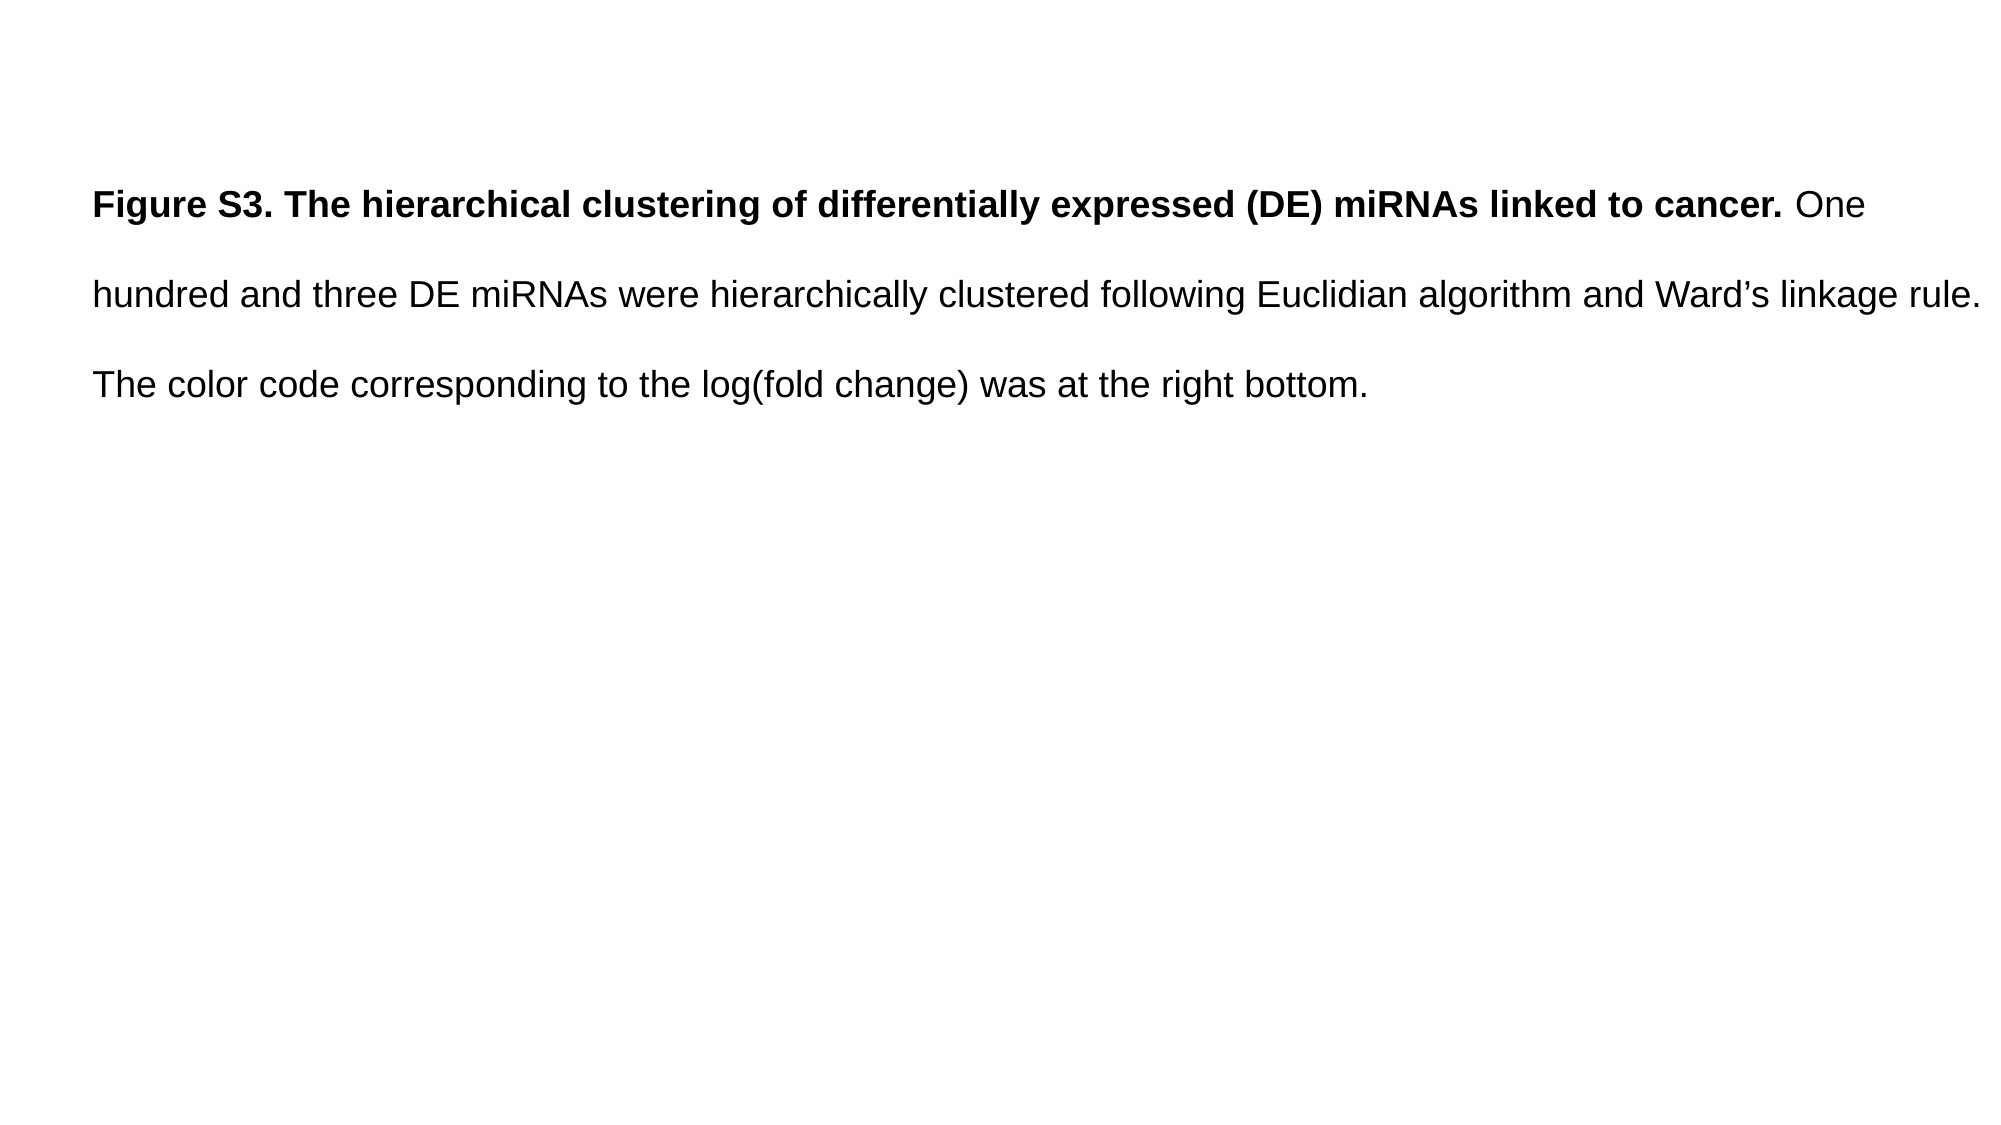

Figure S3. The hierarchical clustering of differentially expressed (DE) miRNAs linked to cancer. One hundred and three DE miRNAs were hierarchically clustered following Euclidian algorithm and Ward’s linkage rule. The color code corresponding to the log(fold change) was at the right bottom.

How the deposited data were processed for this re-analysis (not part of the article)

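Small RNA of plasma was sequenced from 3 Göttingen minipigs that received a 2.2 Gy TBI, with 1 library per animal at C7 and C1 (7 days and 1 day before TBI), at 0d (6 h after TBI) and at 1d, 3d, 7d, 10d, 14d, 17d and 20d. The libraries of C7 and C1 were pooled as the pre-TBI baseline. The paper's methods state a pool of 3 pre-TBI time points as the baseline, while its results and the sample labels name C7 and C1 only, so the baselines of the values compared with the paper may not be the same. The paper grouped the later time points as Early (0d to 7d), Mid (10d and 14d), Late (17d) and LR (20d), and it took these phases from a PCA of the same libraries that are compared here, so the phases are not independent of the values tested. The minipig and time point of each of the 30 libraries came from the sample labels and the paper's design.

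According to the paper's methods, the authors built TruSeq small RNA libraries, trimmed and filtered NextSeq reads with Cutadapt, aligned them with Bowtie to the pig genome (ssc5) and then to miRBase, and quantified known ssc-miRNAs with miRDeep2. The deposited table holds raw counts, which are whole numbers per ssc-miRNA and library without normalization, for 411 ssc-miRNAs. The paper's text does not state how the ssc-miRNAs in the table were chosen or whether its values are the miRDeep2 output itself. The authors then used edgeR with TMM normalization, a CPM above 0.5 in 10% of the samples as the filter and an unadjusted p under 0.05. Reads, adapters and alignments were not analysed here.

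The design fixed in advance used all 30 libraries. It could not be kept, because the libraries of minipig 3 at 3d, 7d, 10d, 14d, 17d and 20d held between 0 and 17 counts in all. A minimum of 1000 counts per library was set after the totals were seen, and 24 libraries passed it, with totals from 24341 to 550316 counts. This left 6 libraries before TBI, 10 at Early, 4 at Mid, 2 at Late and 2 at LR. An ssc-miRNA with few counts in the smallest libraries has a counting error that limits its fold change, and precision taken from counts covers counting error only, since PCR copies were not separated.

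The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on the counts as deposited, with TMM normalization, the filter of CPM above 0.5 in at least 3 libraries, which all 411 ssc-miRNAs passed, and 5 groups in 1 fit without a term for the animal. Each phase was set against pre-TBI and LR against Late. Single time points were compared in a fit with 9 groups, and C1 with C7 in a fit with 10. P values were adjusted by the Benjamini-Hochberg method over the ssc-miRNAs tested in each comparison. Log2 fold changes are edgeR's with a prior count of 0.125. Each standard error is the size of the log2 fold change divided by the square root of the quasi-likelihood F. For an ssc-miRNA whose fitted spread is under that of Poisson counting, edgeR raises p to that of a Poisson likelihood ratio test and leaves F unchanged, so p and the standard error need not match. PCA, distances from the pre-TBI centroid and levels per library used log2 CPM with a prior count of 2. Single values per library were compared with two-sided exact permutation tests that moved the time labels within each minipig. Distances and depths were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

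The miRNAs named in the text are every miRNA that the paper names in Table 1, its Results or its Discussion and that the deposited table lists, given singly or as a summary of its list, and in each phase the 5 ssc-miRNAs with the smallest p among those with an adjusted p under 0.05 whose mean log2 CPM moved the same way in every minipig. Those that the paper names only in its Introduction were not followed in this way. The rule was written for 3 minipigs and was applied to the 2 that had libraries at Mid, Late and LR. Table 1's own values were taken in full digits from the 92 conserved miRNAs of Table S1A. Where a value of 3 counts or fewer in every library of a group would set a fold change, none is given.

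Libraries of the same animal are paired by the design. Their deviations from the phase means had a mean correlation of 0.169 over 78 pairs from the same minipig and of -0.102 over 130 pairs from different minipigs, with 0.248 within minipig 1, 0.0467 within minipig 2 and 0.564 within minipig 3. No libraries of the same phase were duplicates of each other, since the smallest chi-square per degree of freedom among 68 pairs of a phase was 21.8. Libraries of different phases were not compared in this way. Of 72771 pairs of ssc-miRNAs, 4 had identical counts in every library and 5 more differed by less than counting noise. These were ssc-miR-218-5p with ssc-miR-218, ssc-miR-490-3p with ssc-miR-490, ssc-miR-9-1 with ssc-miR-9-2 and ssc-miR-129a-5p with ssc-miR-129b, and then ssc-miR-105-2 with ssc-miR-105-1, ssc-miR-7141-3p with ssc-miR-7141-5p, ssc-miR-450c-5p with ssc-miR-450a, ssc-miR-27b-3p with ssc-miR-27a and ssc-miR-4334-3p with ssc-miR-339. Each pair can share its reads, so its members are not separate measurements.

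Lists of miRNAs written for 6 sources (erythrocyte, leukocyte, platelet, muscle, liver and intestine) were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and with an estimated correlation and fry. The alternatives were no filter, a minimum of 5 counts in 3 libraries or of 10 counts in 6 libraries, library size only, size factors of DESeq2 1.42.0 and TMMwsp in place of TMM, edgeR's likelihood ratio and exact tests and the DESeq2 Wald test, only the 2 groups compared in the fit, the minipig as a replicate block with and without thinned counts, every library thinned at random to the smallest total, C7 or C1 alone as the baseline, ssc-miRNAs with identical counts merged, a prior count of 2, and each minipig left out in turn. For the PCA they also included scaling to unit variance, a prior count of 0.25 and distances over all ssc-miRNAs. Added after the data were seen were the 29 libraries with at least 1 count, the totals of all 30 libraries, and each of the 24 libraries in turn as the TMM reference.

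The fits were tested on simulated counts for the 411 ssc-miRNAs, with 200 of them changed by known folds. At an adjusted p under 0.05 they called 98% of the 4-fold changes at Early, 90% at Mid, 69% at Late and 77% at LR, and of the 2-fold changes 74%, 47%, 30% and 36%. The counts were drawn independently for each ssc-miRNA and library, and so many changed ssc-miRNAs ease the adjusted threshold. These shares are therefore not the power to expect in the deposited counts. There, ssc-miR-221-5p at Early had a log2 fold change of -2.10 and an adjusted p of 0.0657 (edgeR's quasi-likelihood test). The metabolite measurements of the paper were not analysed here.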

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

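The tests in this part were set before their own results were seen, although the libraries they concern had already stood out, except the comparison of miRNAs with nearly equal counts, which was chosen after the result was seen. In 69 groups of 4 to 10 libraries, the highest and the lowest library were checked for a gap to the nearest of the others that is large against the range of the group (Dixon's ratio), and 3 values from 2 libraries stood apart, where 3.45 are given by chance. Their number is therefore no more than chance gives, and each is reported for its values only.

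ssc-miR-204 in the C7 library of minipig 1 lay above the other pre-TBI libraries, with a gap of 0.656 of the range. The library holds 24341 counts, the fewest of the 24, and 27 of them are ssc-miR-204, where 7.11 would be expected at the level of the next library. Counting noise at that depth is argued against as the only source, since a count as high has a Poisson probability of 1.01e-08. This probability covers counting error only, and it was computed for a library picked as the highest. In the same library ssc-miR-138 stood apart with a gap of 0.809 of the range, on 5 counts against 2.18 expected. Counting noise alone gives a count as high with a probability of 0.0706, so for ssc-miR-138 counting noise stays open as the source. Both miRNAs are also among those called higher at Late, so this library raised the pre-TBI level they were compared with. The library was unirradiated, and no biological explanation was tested.

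ssc-miR-376a-3p at 10d in minipig 1 lay above the other Mid libraries, with a gap of 0.850 of the range, on 22 counts in a library of 59291, where 7.21 would be expected at the level of the next library. Counting noise is argued against as the only source by a Poisson probability of 7.09e-06, with the same limits. In both libraries that stood apart, 5 other ssc-miRNAs had nearly equal counts and together took 23.5% and 26.5% of the total, so a difference in what these libraries hold stays open, and so does the time after TBI at 10d, which was not tested apart from the animal. In minipig 1 the mean log2 CPM of ssc-miR-376a-3p was higher at Mid than before TBI by 0.25, and in minipig 2 the difference was -0.17.

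LR and Late differed from each other in a direct test of the difference, with 3 ssc-miRNAs at an adjusted p under 0.05 from edgeR's quasi-likelihood test and 132 at an unadjusted one, from 2 libraries at each phase. The 3 are named here, and ssc-miR-383 and ssc-miR-9794-3p were chosen after their values were seen. ssc-miR-383 was higher at LR (log2 fold change 2.00, standard error 0.44, adjusted p = 0.0394), with 9 and 85 counts at Late and 1223 and 2609 at LR. ssc-miR-9794-3p was also higher (1.98, standard error 0.47, adjusted p = 0.0492), with 6 and 15 counts at Late and 433 and 526 at LR. ssc-miR-138 was lower (-1.95, standard error 0.44, adjusted p = 0.0394), with 10 and 21 counts at Late. The Late libraries were shallower, at 29159 and 63441 counts against 401408 and 550316 at LR. Depth is argued against as the whole source of the unadjusted calls, since 91 of 132, or 68.9%, were still called after every library was thinned to the smallest total. The adjusted count fell to 0 there and to 0 without minipig 3, whose libraries enter the fit only through the shared spread, and it rose to 23 with the minipig as a block. The time since TBI, 17 against 20 days, stays open and cannot be separated from other differences between 2 pairs of libraries, for which no regrouping was counted.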

How the results depend on the processing

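The alternatives were listed before the data were examined, apart from the fits with the 29 libraries that hold at least 1 count, the totals of all 30 libraries and the fits with each library as the TMM reference, which were chosen after seeing the data. Over those that can change a result, 332 values for group comparisons kept their direction and their side of the threshold or moved by less than the spread or 1.5 times. Of the others, 88 moved by more than that, 12 reversed and 1 came to be past the threshold. For single miRNAs and lists, 1023 values stayed in the same way, 75 moved by more, 49 reversed, 15 were no longer past the threshold and 30 came to be past it. The cause was not tested for any change given here, unless a cause is named beside it. The unadjusted count at Early was 66 to 112 ssc-miRNAs with the main settings and in every alternative except C1 only as the baseline, with 43, and without minipig 3, with 35. No ssc-miRNA passed the adjusted threshold at Mid or LR in any fit by phase with at least 2 libraries per group, where 11 to 32 were called without adjustment at Mid and 13 to 49 at LR. In the fit by time point, 3 passed it at 20d, which has the same libraries as LR, and 1 at 14d, which is part of Mid, with at most 5 and 2 over the alternatives with at least 2 libraries per group.

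No filter and the minimum of 5 counts in 3 libraries removed no ssc-miRNA and so test nothing, and a prior count of 2 changes no count of calls. Counts at Late, LR and the time points from 3d onwards without minipig 1 or without minipig 2 rest on 1 library per group and are left out of the ranges here.

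The scaling moved the balance of higher and lower calls. The share of calls that were higher was 27.3% at Early with TMM, 4.17% with library size only, 26.5% with DESeq2 size factors and 11.2% with TMMwsp. At Mid it was 40.9%, 18.2%, 59.1% and 55.0%, at Late 68.8%, 46.9%, 64.2% and 48.8%, and at LR 65.2%, 51.9%, 57.7% and 39.1%, in the same order. Merging identical ssc-miRNAs, which also changes the library that TMM takes as its reference, gave 70.0% at Mid. With TMM and the minipig as a replicate block, the share at LR was 38.8%, and 18.6% with thinned counts as well. The median log2 fold change of all ssc-miRNAs at Late was 0.076 with TMM, -0.21 with library size only and -0.10 with TMMwsp, and at LR it was -0.0078 with TMM and -0.11 with TMMwsp, so directions of change hold relative to the scaling used.

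With library size only, 13 ssc-miRNAs passed the adjusted threshold at Early and 10 at Late, and the unadjusted counts were 11 at Mid and 22 at 14d. DESeq2 size factors gave 12 adjusted calls at Early and 7 unadjusted calls between C1 and C7, and TMMwsp gave 15 adjusted calls at Early. The log2 fold change of ssc-miR-221-5p at Late, 0.19 with TMM, turned to -0.46 with library size only, -0.00682 with DESeq2 size factors and -0.12 with TMMwsp, and that of ssc-miR-208b at Late turned from 0.43 to -0.10 with library size only. Merging identical ssc-miRNAs gave 11 adjusted calls at Early, 11 at Late and 8 unadjusted calls between C1 and C7. Over the 24 TMM references the median number of adjusted calls at Early was 15.

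The choice of test changed the adjusted counts more than the unadjusted ones at Early. Early had 29 adjusted calls with edgeR's likelihood ratio test, 18 with its exact test and 30 with the DESeq2 Wald test. Between C1 and C7 these tests called 7, 5 and 16 ssc-miRNAs without adjustment, and between LR and Late 20, 8 and 69 with it. The Wald test also gave 29 adjusted calls at Late and unadjusted counts of 47 at LR, 68 at 0d, 88 at 1d, 52 at 7d and 62 at 20d. With only the 2 groups compared in the fit, which leaves fewer libraries to estimate the spread, Early had 38 adjusted calls, Late had 39 unadjusted and 0 adjusted calls, and the unadjusted counts were 39 at 17d and 19 at 20d. ssc-miR-221-5p at Late was -0.00497 in that fit.

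LR against Late had 3 adjusted calls and 132 unadjusted ones with the main settings. It had 0 adjusted calls with library size only, where 110 were called without adjustment. The adjusted count was also 0 with only these groups in the fit, 0 with thinned counts, 0 with thinned counts and the minipig as a block, 0 with C7 only and 0 with C1 only as the baseline, beside unadjusted counts of 43, 100, 109, 128 and 128.

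With C1 only as the baseline, which sets each phase against 3 pre-TBI libraries and keeps the C7 libraries as a group of their own, the unadjusted counts were 11 at Mid, 13 at LR, 14 at 0d, 26 at 1d, 10 at 7d, 14 at 14d and 14 at 20d, and Late had 11 adjusted calls. With C7 only, 48 ssc-miRNAs were called at Late, 9 of them past the adjusted threshold, with 19 at 10d and 51 at 17d. ssc-miR-92b-5p turned to -0.17 at Mid and -0.015 at LR against C1 only. Against C7 only, ssc-miR-331-3p turned to 0.064 at Early, 0.071 at Mid and 0.083 at LR, and ssc-miR-374b-5p to -0.37 at Mid.

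The fit with the minipig as a replicate block, which uses the pairing of libraries from the same animal, raised the unadjusted counts to 49 at LR, 54 at 7d, 57 at 14d and 71 at 20d, and gave 23 adjusted calls between LR and Late. ssc-miR-331-3p at LR turned to 0.012, ssc-miR-374b-5p at Mid to -0.52 and ssc-miR-208b at Mid to 0.12. With the block and thinned counts, Late had 59 unadjusted and 8 adjusted calls, and the unadjusted counts were 43 at LR, 60 at 17d, 50 at 20d and 12 between C1 and C7. There ssc-miR-424-5p at LR was 0.52, ssc-miR-376a-3p at Mid -0.14, ssc-miR-374b-5p -0.63 at Mid and -0.14 at Late, ssc-miR-664-3p at LR -0.00964 and ssc-miR-208b at Mid 0.27. Without thinning, the block also took ssc-miR-376a-3p at Early and LR and ssc-miR-374b-5p at LR past an unadjusted p under 0.05 and ssc-miR-376a-3p at Late out of it. It called ssc-miR-542-3p and ssc-miR-545-3p lower at Early, which the main settings did not. No marker list was tested with it.

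Depth limits what the shallow libraries can show. With every library thinned to the smallest total, Late had 10 adjusted calls and the unadjusted counts were 19 at 7d, 16 at 10d, 21 at 14d and 14 between C1 and C7. ssc-miR-424-5p at LR turned to 0.63 and ssc-miR-664-3p at LR to -0.21. On the counts as deposited, the number of ssc-miRNAs detected per library was higher than before TBI by 1.17 at Early and by 1.17 at LR, where thinning to equal depth gave differences of -5.50 and -5. In simulated data, 30% of the 2-fold changes at Late and 36% at LR were called at an adjusted p under 0.05, so most changes of that size in 2 libraries would be missed.

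With the 29 libraries that hold at least 1 count, which bring in the near-empty libraries of minipig 3 and were chosen after seeing the data, PC1 took 87.9% and PC2 4.22% of the variance, and the Early, Mid and LR libraries lay farther from the pre-TBI centroid than the pre-TBI libraries by 9.43, 39.1 and 40.1, where the main settings gave -2.65, -0.615 and -2.86. Adjusted calls were 29 at Early, 11 at Late and 1 between LR and Late, and C1 against C7 had 8 unadjusted calls. ssc-miR-221-5p at Late was -0.40, ssc-miR-92b-5p -0.19 at Mid and -0.16 at LR, ssc-miR-10b at LR -0.033 and ssc-miR-208b at Late -0.000989. Over all 30 libraries, with 1 added to each total, the log2 total differed from pre-TBI by -2.0 at Early and -3.97 at LR, against 0.71 and 1.38 over the 24 libraries. At Mid and Late it differed by -6.11 and -5.81, against -1.47 and -2.07. Measured over all ssc-miRNAs instead of PC1 and PC2, the Mid libraries lay farther than the pre-TBI libraries by 0.654.

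Across the fits that each left out 1 minipig, the unadjusted count was 35 to 78 at Early, 3 to 51 at 0d, 12 to 68 at 1d and 1 to 32 between C1 and C7, and the adjusted count at Early 0 to 8. The lowest at Early, 0d and 1d came without minipig 3, and the highest between C1 and C7 without minipig 2. Comparisons that could leave out only minipig 3 gave 20 at 3d, 16 at 7d, 13 at 14d, 9 adjusted calls at Late and 0 between LR and Late, where 122 were called without adjustment. Without minipig 3 the adjusted counts by time point were 0 at 17d, 0 at 3d, 0 at 20d and 0 at 14d, where the main settings gave 20, 5, 3 and 1, and the unadjusted counts were 69 at 17d and 29 at 20d. PC1 took 34.5 to 57.4% and PC2 15.8 to 23.1% of the variance. Distances from the pre-TBI centroid, less those of the pre-TBI libraries, were -6.96 to 3.27 at Early, -4.96 to 1.85 at Mid, 4.98 to 12.7 at Late and -14.2 to 11.1 at LR, and the highest at Early, Mid and LR came without minipig 1. The Early libraries were deeper than pre-TBI by 0.13 to 1.14 on the log2 scale, with an exact permutation p of 0.0222 at the highest, without minipig 3.

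Among single miRNAs, leaving out 1 minipig changed the sign of these log2 fold changes. ssc-miR-432-5p ranged from -0.33 to 0.020 at Early and from -0.59 to 0.00600 at LR, ssc-miR-221-5p from -1.17 to 0.18 at Mid and from -3.39 to 0.72 at Late, and ssc-miR-92b-5p from -0.14 to 0.29 at Mid and from -0.053 to 0.28 at LR. ssc-miR-331-3p ranged from -0.33 to 0.00628 at Early, from -0.31 to 0.071 at Mid and from -0.69 to 0.15 at LR. ssc-miR-424-5p ranged from -0.81 to 0.45 at LR, ssc-miR-376a-3p from -0.10 to 1.04 at Mid and from -0.25 to 2.19 at Late, and ssc-miR-374b-5p from -1.56 to 0.99 at Mid and from -1.44 to 1.49 at Late. For ssc-miR-664-3p at LR the range was -0.049 to 0.097, for ssc-miR-362 at LR -0.51 to 1.27, for ssc-miR-10b at Early -0.054 to 0.45 and for ssc-miR-182 at Late -0.075 to 6.18. ssc-miR-208b ranged from -1.33 to 0.40 at Mid and from -0.72 to 1.06 at Late. The largest of these ranges, those of ssc-miR-182, ssc-miR-221-5p at Late and ssc-miR-374b-5p, rest on 1 animal at a time, since only 2 minipigs had libraries above the minimum of 1000 counts there.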

Differences from the paper's values

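The paper's methods state a baseline of 3 pooled pre-TBI time points, while its results and the sample labels name C7 and C1, which were pooled here, so the baselines of the values compared may not be the same. It is also open whether the deposited table was the input of the paper's analysis. A value was taken to differ from the paper's where a count or share was apart by more than 1.5 times, or where a log2 fold change had the other sign or was apart by more than its standard error. At Early, 21 ssc-miRNAs were higher than pre-TBI at an unadjusted p under 0.05, where the paper gives 45. Among the alternatives set before the data were examined, 34 with the DESeq2 Wald test and 38 with only the 2 groups compared in the fit came within 1.5 times of the paper's count, and the others did not. With another library as the TMM reference, an alternative chosen after seeing the values, the count reached 30. At Mid, 9 were higher and 13 lower, where the paper gives 22 and 106. For the higher count, only 17 with minipig 1 left out came within that range, and for the lower count none of the alternatives set before the data were examined did. At Late, 64 were higher and 29 lower, where the paper gives 11 and 113, and none of these alternatives with at least 2 libraries per group closed either gap. With minipig 2 left out, which leaves 1 library at Late, 100 were lower, within 1.5 times of the paper's count, and 32 higher. At LR, 15 were higher and 8 lower, where the paper gives 26 and 24. The higher count came within the range at 18 with edgeR's likelihood ratio test, 24 with the DESeq2 Wald test, 19 with the minipig as a replicate block, 20 with C7 only as the baseline and 23 with identical ssc-miRNAs merged, and the lower count at 23 with the DESeq2 Wald test, 30 with the minipig as a replicate block, 35 with the minipig as a replicate block and thinned counts, 19 with every library thinned to the smallest total and 18 with minipig 3 left out, while the other alternatives set before the data were examined that keep at least 2 libraries per group did not bring them there. With minipig 1 left out, which leaves 1 library at LR, 28 were higher, within the range, and 37 lower. Of the alternatives chosen after seeing the values, the 29 libraries with at least 1 count gave 17 lower ssc-miRNAs at LR, and another library as the TMM reference gave up to 23 higher ones.

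PC2 took 17.6% of the variance, where the paper gives 11.2%. The share came within 1.5 times of the paper's at 14.3 with each ssc-miRNA scaled to unit variance, 16.7 with a prior count of 0.25, 16.4 with every library thinned to the smallest total and 15.8 with minipig 3 left out, and with no other alternative set before the data were examined.

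Of 54 log2 fold changes of Table 1 set beside the values from the deposited counts, 51 differed. The standard errors here were 0.18 to 1.91. The paper's values follow, taken with their full digits from Table S1A, each miRNA with the values here in the same order of phases. ssc-miR-432-5p had -2.61 at Early, -2.49 at Mid, -2.49 at Late and -2.70 at LR in the paper and -0.14, 0.60, 1.67 and -0.32 here. ssc-miR-221-5p had -2.62 at Mid and -2.62 at Late in the paper and -0.55 and 0.19 here. ssc-miR-92b-5p had -2.75 at Early, -2.62 at Mid, -2.62 at Late and -2.83 at LR in the paper and 0.43, 0.063, -1.14 and 0.21 here. ssc-miR-331-3p had -3.44 at Early, -3.40 at Mid, -3.40 at Late and -3.60 at LR in the paper and -0.15, -0.14, -0.48 and -0.13 here. ssc-miR-424-5p had -3.54 at Early, -3.49 at Mid, -3.49 at Late and -3.70 at LR in the paper and -0.54, -0.63, 1.68 and -0.073 here. ssc-miR-374b-5p had -4.05 at Early, -4.00 at Mid and -4.00 at Late in the paper and -1.75, 0.37 and 1.11 here. ssc-miR-376a-3p had -3.92 at Early, -3.80 at Mid, -3.80 at Late and -4.00 at LR in the paper and -0.74, 0.49, 1.46 and -0.80 here. ssc-miR-133a-3p had -4.44 at Early, -3.10 at Mid and -9.61 at Late in the paper and 0.46, 0.14 and 0.14 here. ssc-miR-545-3p had -4.31 at Early and -4.19 at Mid in the paper and -0.62 and -0.43 here.

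ssc-miR-193a-5p had -3.84 at Early, -3.80 at Mid and -3.80 at Late in the paper and 0.31, -0.15 and -0.54 here. ssc-miR-184 had -3.80 at Early, -3.76 at Mid and -3.76 at Late in the paper and 0.082, 0.33 and 0.57 here. ssc-miR-542-5p had -3.79 at Early, -3.75 at Mid and -3.75 at Late in the paper and -0.89, -0.19 and 0.75 here. ssc-miR-133b had -2.57 at Early, -2.44 at Mid and -2.44 at Late in the paper and 0.12, -0.18 and -0.24 here. ssc-miR-218-5p had 4.02 at Early, 3.27 at Mid and 4.83 at LR in the paper and -0.64, -0.83 and -0.32 here. ssc-miR-190b had 3.01 at Early and 6.27 at Mid in the paper and -1.47 and -0.54 here. ssc-miR-1296-5p had -2.53 at Early and -2.40 at Mid in the paper and 0.44 and 0.21 here. ssc-miR-30c-1-3p had -3.54 at Early and -3.49 at Mid in the paper and 0.14 and -0.96 here. For ssc-miR-221-5p at Late, the alternatives set before the data were examined came within the standard error of the paper's value only at -3.39 with minipig 1 left out, and for ssc-miR-92b-5p at Late only at -3.11 with minipig 2 left out, each with 1 library at Late. For the other values of Table 1 given here, none of the alternatives set before the data were examined closed the gap. Across the miRNAs listed in Table S1A, the correlation between the paper's log2 fold changes and those here lay between -0.201 and 0.281 over 22 settings and 4 phases, and a change of log base would leave it as it is.

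Some miRNAs that the paper lists as changed were not called with the main settings and were called at an unadjusted p under 0.05 in the paper's direction in other settings. ssc-miR-206 was lower at Early with the minipig as a replicate block and thinned counts and every library thinned to the smallest total. ssc-miR-296-5p was higher at Early with only the 2 groups compared in the fit. ssc-miR-374b-5p was lower at Early with edgeR's likelihood ratio test, edgeR's exact test, the minipig as a replicate block and thinned counts, every library thinned to the smallest total, C7 only as the baseline and minipig 3 left out. ssc-miR-374b-5p was lower at LR with the DESeq2 Wald test, the minipig as a replicate block, the minipig as a replicate block and thinned counts and minipig 3 left out. ssc-miR-376a-3p was lower at Early with library size only, DESeq2 size factors, TMMwsp, edgeR's likelihood ratio test, edgeR's exact test, the DESeq2 Wald test, only the 2 groups compared in the fit, the minipig as a replicate block, the minipig as a replicate block and thinned counts, every library thinned to the smallest total and minipig 1 left out, and also with the 29 libraries with at least 1 count, which were chosen after seeing the values. ssc-miR-376a-3p was lower at LR with the minipig as a replicate block, the minipig as a replicate block and thinned counts and every library thinned to the smallest total. ssc-miR-542-3p was lower at Early with the minipig as a replicate block and minipig 2 left out. ssc-miR-545-3p was lower at Early with the minipig as a replicate block. ssc-miR-671-5p was higher at Early with minipig 2 left out. ssc-miR-885-3p was higher at Early with C7 only as the baseline. ssc-miR-92b-5p was lower at Late with library size only, TMMwsp, the DESeq2 Wald test and C1 only as the baseline.

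With an adjusted p under 0.05, which no miRNA named by the paper reached in the paper's direction with the main settings, ssc-miR-208b was lower at Early with library size only, TMMwsp, edgeR's likelihood ratio test, edgeR's exact test, the DESeq2 Wald test and only the 2 groups compared in the fit, and also with the 29 libraries with at least 1 count, which were chosen after seeing the values. ssc-miR-221-5p was lower at Early with library size only, DESeq2 size factors, TMMwsp, edgeR's likelihood ratio test, edgeR's exact test, the DESeq2 Wald test, only the 2 groups compared in the fit and identical ssc-miRNAs merged, and also with the 29 libraries with at least 1 count, which were chosen after seeing the values. ssc-miR-542-5p was lower at Early with edgeR's likelihood ratio test, the DESeq2 Wald test and only the 2 groups compared in the fit, and also with the 29 libraries with at least 1 count, which were chosen after seeing the values.

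The paper describes a set of miRNAs as lower across all post-TBI phases, and of the 7 in this set 6, 3, 2 and 6 had a log2 fold change below 0 at Early, Mid, Late and LR here. It places ssc-miR-362 and ssc-miR-208 among the consistently lower miRNAs and ssc-miR-10 among the consistently higher ones, while ssc-miR-362 was 0.37 at Early and 0.79 at LR, ssc-miR-208b was 0.43 at Late and ssc-miR-10b was -1.07 at Late. ssc-miR-664-3p, which the paper lists with the lower miRNAs of the cancer networks, was 0.34 at Early. Of the miRNAs that the paper lists as raised only at Early, 7 of 14 were above 0 there, and of those listed as lowered only at Early, 5 of 17 were below 0. The paper places the largest part of the changed miRNAs and metabolites at Early. Its ssc-miRNAs alone do not have that order, since Table S1A lists 88 at Early, 128 at Mid and 124 at Late. Here 77 ssc-miRNAs were called at Early and 93 at Late at an unadjusted p under 0.05 with the main settings. A higher count at Late than at Early is therefore not a difference from the paper's miRNA counts. The order of Early and Late here depends on the setting. The count was higher at Early than at Late with the minipig as a replicate block, which uses the pairing of the libraries, at 92 and 79 (0 and 17 at an adjusted p under 0.05), with the block and thinned counts at 71 and 59, with C7 only as the baseline at 76 and 48, with only the 2 groups compared in the fit at 112 and 39 (38 and 0 adjusted) and with DESeq2 size factors at 83 and 81. It was also higher without minipig 1, which leaves 1 library at Late, at 68 and 60. In the other alternatives set before the data were examined it was higher at Late, by the most among those with at least 2 libraries per group with C1 only as the baseline, at 43 and 106. The paper describes a distance from the pre-TBI samples in the PCA plot that grows with time up to 17d, while the mean distances here were 14.3 ± 6.61 for the pre-TBI libraries, 11.6 ± 4.66 at Early, 13.7 ± 4.31 at Mid and 19.7 ± 18.1 at Late (SD), with 32.6 for minipig 1 and 6.91 for minipig 2 at 17d. Table 1 marks part of its miRNAs as past an FDR of 0.05, and 0 of its 55 values passed an adjusted p of 0.05 here, where 9 passed it without adjustment.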

Other observations

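The tests chosen only after the result was seen were the simulations of a shared baseline, the correlation of the 17d changes of both minipigs, the fit with merged ssc-miRNAs and a kept TMM reference, each comparison with Table S1A, the look at nearly equal counts, and the comparison library and the C1-only and C7-only correlations named below. To see how often a regrouping of the libraries gives as many calls, the libraries of each phase and the pre-TBI libraries were split again into groups of the same sizes. For Early, 2 of 100 splits drawn from 8008 gave as many ssc-miRNAs at an unadjusted p under 0.05 as the real one, which is counted among them, and 2 of 100 did so when labels were moved within minipigs. The median of the other splits was 11 against 77. For Mid, 55 of 100 splits gave as many, and for LR 14 of 28, so the counts of these phases were no larger than regrouping gives. For Late, 2 of 28 splits gave as many, a share that does not rule out regrouping. The other of these was larger. It set minipig 1 at 17d together with its own C7 library, against the other pre-TBI libraries and minipig 2 at 17d, and gave 172 ssc-miRNAs, 119 of them with an adjusted p under 0.05, where the real split gave 93 and 18. Within minipigs the real split at Late was the largest of 9, which cannot give a share under 0.05. The corresponding counts within minipigs were 16 of 36 at Mid and 5 of 9 at LR.

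At 17d, 35 ssc-miRNAs were called lower than before TBI at an unadjusted p under 0.05. Depth is argued against as the whole source, since 25 of these, or 71.4%, were still called lower after thinning. A few miRNAs taking a larger share of the counts cannot be told apart from other sources, with 1 library of each animal at 17d. The 5 most abundant ssc-miRNAs took 41.9% of the counts in minipig 1 at 17d, between the 32.7% and 43.7% of its own pre-TBI libraries, and 45.4% in minipig 2, above the 36.1% and 27.7% of its own and above every other pre-TBI library. In minipig 2, ssc-miR-182 alone took 17.7%. The lower calls at 17d were 35 with TMM and 45 with library size only. A loss of blood cells that release miRNAs cannot be told apart from no such loss with 2 libraries. The leukocyte list did not fall at Late beyond the other miRNAs (camera of limma, adjusted p = 0.709, 0.633 before adjustment). The platelet list had a median log2 fold change of -0.50 at Late (adjusted p = 0.411). The erythrocyte list had the lowest median of the 3 blood lists there, at -1.63, with 5 of its 6 members lower (adjusted p = 0.411). The time after TBI stays open as an untested source.

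The log2 fold changes of Early and LR went together across the 411 ssc-miRNAs (r = 0.805, and 0.718 to 0.871 over the settings run). ssc-miRNAs are not independent replicates. Both comparisons share the pre-TBI libraries, which raises r without any change, and 0 of 100 simulations of unchanged groups reached the observed value. Their median was 0.393 and their highest 0.538, with the libraries of an animal as independent, and with a level for each minipig the highest of as many was 0.617. The simulations drew each ssc-miRNA independently. The observed r of Early with Mid (-0.0525) and with Late (-0.371) lay below their lowest values, 0.343 and 0.00988. Their range is therefore too narrow, and the shared libraries stay open as a source. A larger part of minipig 3 in the baseline than in the later phases is argued against as the whole source, since r stayed at 0.755 with the minipig as a block. The greater depth of the Early and LR libraries is argued against as the whole source, since r stayed at 0.728 after thinning. Simulated groups, with the same limit, reached 0.535 with the block and 0.517 after thinning, or 0.552 with a level for each minipig. It stays open whether the animals share the change. Between animals, which share no library, the Early change of minipig 2 and the LR change of minipig 1 had r = 0.233, and those of minipig 1 and minipig 2 had 0.475. With C1 only as the baseline these were -0.302 and 0.176, and with C7 only 0.270 and 0.361. For minipig 3 at Early the values were 0.0673 with LR of minipig 1 and 0.555 with LR of minipig 2. A response that returns to its Early form is therefore a hypothesis that these libraries cannot decide.

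The ssc-miRNAs called at Late rest on libraries of 2 animals that moved apart. A change shared by both animals across the 411 ssc-miRNAs is argued against, since their changes at 17d had r = -0.142, with -0.277 for C1 only and -0.00604 for C7 only as the baseline. A change of a smaller set in both animals was not tested, since the calls were chosen from the same libraries. A candidate explanation for the values of minipig 1 is a state of its 17d library that its unirradiated C7 library shares. The change from C1 to 17d in minipig 1 had r = 0.434 with the difference of its C7 library from the C7 libraries of the other animals. The C1 library of minipig 2 against the others gave 0.731, but this comparison shares the C1 library of minipig 1 with the change, which raises r by itself. The test therefore leaves the explanation open, and with 1 library of the animal at each time point it cannot be told apart from a change with time after TBI.

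In the C7 and 10d libraries of minipig 1, 5 ssc-miRNAs (ssc-miR-490, ssc-miR-183, ssc-miR-186, ssc-miR-146a-5p and ssc-miR-146b, singled out after their values were seen) had counts that lay closer together than counting noise. They ran from 1124 to 1156 at C7 (lower tail of a chi-square test, p = 0.0362) and from 3132 to 3167 at 10d (p = 0.00943). At 17d they ran from 2024 to 2158 (same chi-square test, p = 0.788). Together they took 23.5%, 26.5% and 36.2% of the counts of these libraries, and 0.376% to 15.9% in the other 21. The same 3 libraries are the highest on PC1. The p values hold for libraries and miRNAs picked from all, and no explanation was tested.

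The number of adjusted calls at Early depended on the library that TMM takes as its reference. Merging the ssc-miRNAs with identical counts gave 11 calls in place of 0, beside 75 and 77 unadjusted ones. With the same ssc-miRNAs merged and the reference library kept, it was 0, which is consistent with a change of the TMM reference library as the source. Over the 24 libraries taken in turn as the reference, the adjusted count ran from 0 to 16 and was 0 for 2 of them.

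Table S1A lists the paper's calls, which are 88, 128, 124 and 51 ssc-miRNAs at Early, Mid, Late and LR. The calls shared with those made here were 19 at Early (16.5 expected, exact Fisher's test, p = 0.443, adjusted p = 0.591 over 4 tests), 13 at Mid (6.85 expected, exact Fisher's test, p = 0.00744, adjusted p = 0.0298 over 4 tests), 27 at Late (28.1 expected, exact Fisher's test, p = 0.898, adjusted p = 0.898 over 4 tests) and 7 at LR (2.85 expected, exact Fisher's test, p = 0.0153, adjusted p = 0.0305 over 4 tests). Of the shared calls, 11, 11, 12 and 6 had the same direction. Over the settings run, the unadjusted p ran from 0.00011 to 0.522 at Mid and from 0.00327 to 0.252 at LR. Without minipig 3 it was 0.296 at Mid and 0.252 at LR. These tests treat ssc-miRNAs as independent, which pairs with shared reads are not, and both sets of calls come from libraries of the same animals. The settings run here are argued against as the source of the difference in log2 fold changes, since the highest correlation with Table S1A in any phase and setting was 0.281 (Late, with C1 only as the baseline), the fit with the near-empty libraries included. Whether the deposited table was the input of the paper's analysis could not be checked here and stays open. Of 86 ssc-miRNAs in both the Mid and the Late list of the table, 53 carry the same log2 fold change to 2 decimals in both, and all of those are listed as lower. Counts of 0 in the Mid and Late libraries would give such equal values, but 1 of the 318 counts of these ssc-miRNAs there was 0, with medians of 26 at Mid and 17 at Late. This argues against counts of 0 in the libraries analysed here as the source, and the near-empty libraries of minipig 3 were not part of that test.

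Lists of miRNAs for 6 cell and tissue sources were tested with camera as candidate sources of change. With the preset correlation, 0 of 24 pairs of a list and a phase passed an adjusted p of 0.05 and 5 an unadjusted one, which were the platelet list at Early, the erythrocyte, leukocyte and platelet lists at Mid and the intestine list at LR. With an estimated correlation 0 and 1 did, and with fry 0 and 2. Of the calls without adjustment, that of the intestine list at LR held under both and that of the leukocyte list at Mid under fry. The smallest adjusted p was 0.0723, 0.644 and 0.459 in the same order. The median log2 fold change and camera's p, adjusted over the 24 pairs, follow for Early, Mid, Late and LR. The erythrocyte list (6 of 7 members in the table) gave 0.021 (adjusted p = 0.709), -1.15 (adjusted p = 0.0723), -1.63 (adjusted p = 0.411) and -0.80 (adjusted p = 0.411). For leukocytes (8 of 9) they were -0.087 (adjusted p = 0.709), -0.44 (adjusted p = 0.0749), 1.01 (adjusted p = 0.709) and -0.40 (adjusted p = 0.411), and for platelets (8 of 8) 0.45 (adjusted p = 0.129), -0.36 (adjusted p = 0.153), -0.50 (adjusted p = 0.411) and 0.22 (adjusted p = 0.697). The muscle list (7 of 7) gave -0.46 (adjusted p = 0.411), 0.13 (adjusted p = 0.971), 0.35 (adjusted p = 0.648) and -0.89 (adjusted p = 0.411), the liver list (5 of 5) -0.21 (adjusted p = 0.709), -0.20 (adjusted p = 0.411), -0.43 (adjusted p = 0.693) and -0.27 (adjusted p = 0.697) and the intestine list (4 of 8) 0.33 (adjusted p = 0.49), 0.31 (adjusted p = 0.411), -0.29 (adjusted p = 0.935) and 0.80 (adjusted p = 0.0723).

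These lists are not independent of each other or of the paper. The liver and intestine lists share 2 members, and every member in the table was detected in these plasma libraries. At least 5 of the muscle list, 1 of the leukocyte list and 1 of the liver list are named by the paper from these libraries or from cited work. These counts leave out ssc-miR-215 of the intestine list, which the paper's Introduction names from cited work. The most abundant members at Mid were ssc-miR-486 (-0.80, standard error 0.61) and ssc-miR-92a (-0.48, standard error 0.34) for erythrocytes and ssc-miR-191 (-1.11, standard error 0.55) and ssc-miR-28-3p (-0.61, standard error 0.41) for platelets. ssc-miR-146a-5p and ssc-miR-146b, the most abundant of the leukocyte list, belong to the ssc-miRNAs with nearly equal counts in minipig 1 at C7 and 10d. The cause was not tested, so it stays open whether their level in those libraries comes from leukocytes. At LR the most abundant members of the intestine list were ssc-miR-192 (1.48, standard error 0.45) and ssc-miR-215 (1.41, standard error 0.44). For muscle they were ssc-miR-133a-5p (0.055, standard error 0.34) and ssc-miR-133b (0.12, standard error 0.25) at Early, and for liver ssc-miR-192 (0.60, standard error 0.38) and ssc-miR-148a-3p (-0.95, standard error 0.46) at Mid.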
